# Mycophenolic Acid Inhibits Migration and Invasion of Gastric Cancer Cells via Multiple Molecular Pathways

**DOI:** 10.1371/journal.pone.0081702

**Published:** 2013-11-15

**Authors:** Boying Dun, Ashok Sharma, Yong Teng, Haitao Liu, Sharad Purohit, Heng Xu, Lingwen Zeng, Jin-Xiong She

## Abstract

Mycophenolic acid (MPA) is the metabolized product and active element of mycophenolate mofetil (MMF) that has been widely used for the prevention of acute graft rejection. MPA potently inhibits inosine monophosphate dehydrogenase (IMPDH) that is up-regulated in many tumors and MPA is known to inhibit cancer cell proliferation as well as fibroblast and endothelial cell migration. In this study, we demonstrated for the first time MPA’s antimigratory and anti-invasion abilities of MPA-sensitive AGS (gastric cancer) cells. Genome-wide expression analyses using Illumina whole genome microarrays identified 50 genes with ≥2 fold changes and 15 genes with > 4 fold alterations and multiple molecular pathways implicated in cell migration. Real-time RT-PCR analyses of selected genes also confirmed the expression differences. Furthermore, targeted proteomic analyses identified several proteins altered by MPA treatment. Our results indicate that MPA modulates gastric cancer cell migration through down-regulation of a large number of genes (*PRKCA*, *DOCK1*, *INF2, HSPA5, LRP8* and *PDGFRA*) and proteins (PRKCA, AKT, SRC, CD147 and MMP1) with promigratory functions as well as up-regulation of a number of genes with antimigratory functions (*ATF3*, *SMAD3*, *CITED2* and *CEAMCAM1*). However, a few genes that may promote migration (*CYR61* and *NOS3*) were up-regulated. Therefore, MPA’s overall antimigratory role on cancer cells reflects a balance between promigratory and antimigratory signals influenced by MPA treatment.

## Introduction

Most solid tumors are largely curable if they are diagnosed and treated before dissemination beyond the initial primary site. However, once tumors spread to other locations, they usually become highly morbid and likely fetal. Therefore, it is essential to limit the initial dissemination and prevent secondary spreading. Invasion and metastasis are two major modes of tumor dissemination, each driven by different mechanisms and leading to distinct therapeutic challenges[1]. However, both forms of dissemination require cell movement from the primary sites to the secondary location as well as reestablishment and survival of the tumor cells in the secondary locations. These processes are accomplished via a cascade of molecular changes within the cancer cells. Although the molecular mechanism underlying cell migration has been extensively studied, novel insights into the molecular events may provide new therapeutic approaches. Indeed, inhibition of the molecules that promote cell migration and up-regulation of molecules that inhibit cell migration through pharmacological interventions have become an important part of the weaponries to combat cancer. Development or repurposing of additional drugs that inhibit migration and invasion is a major ongoing effort for cancer therapeutics.

Mycophenolate mofetil (MMF) has been approved for the prevention of acute graft rejection in kidney, heart, and liver transplantation [2,3]. MMF is the morpholinoethyl ester prodrug of mycophenolic acid (MPA), which is a potent uncompetitive inhibitor of inosine monophosphate dehydrogenase (IMPDH), the rate-limiting enzyme for the *de novo* synthesis of guanosine nucleotides [4,5], which play crucial roles in cell proliferation and other cellular functions including DNA replication, RNA and protein synthesis and cellular signaling [6]. Consequently, MPA blocks T and B lymphocyte proliferation and clonal expansion, and prevents the generation of cytotoxic T cells and other effector T cells. Other mechanisms may also contribute to the efficacy of MPA in preventing allograft rejection. Through depletion of guanosine nucleotides, MPA can suppress glycosylation and the expression of several adhesion molecules, thereby decreasing the recruitment of lymphocytes and monocytes into sites of inflammation and graft rejection [5]. 

 Since IMPDH expression is significantly up-regulated in many tumor cells [7,8], it is, therefore, potentially a target for cancer therapy in addition to immunosuppressive chemotherapy. MPA/MMF has been reported to inhibit cancer cell proliferation and induces apoptosis in many cancer cells [9–14] . MPA/MMF has also been reported to inhibit migration of fibroblast cells [15] and human umbilical vein endothelial cells (HUVECs) [16]. However, it is unknown whether MPA can alter the migration and invasion capacity of cancer cells. Furthermore, the precise migration signaling pathways and effector molecules underlying MPA’s activities remain elusive. 

In this study, we first demonstrated that MPA significantly changes the migration and invasion ability of AGS cells and we then used gene expression and proteomic technologies to identify genes and proteins underlying these functions.

## Materials and Methods

### Cell lines, reagents and antibodies

Two gastric cancer cell lines (AGS and Hs746T) were obtained from the American Type Culture Collection (ATCC). Both cell lines were grown in RPMI 1640 medium containing 10% fetal bovine serum, 100 units/ml of penicillin and 100µg/ml of streptomycin at 37°C with 5% CO2. MPA was purchased from VWR. The CD147, the integrin beta5 antibody was purchased from Abcam, the GAPDH and ICAM-1antibodies from Santa Cruz; Src, Akt, and p-Akt (Ser473) antibodies from Cell Signaling. 

### In vitro trans-well migration and invasion assays

Cell migration was performed with the Transwell (Costar) system, which allows cells to migrate through 8-μm pore size polycarbonate membrane. In brief, the serum starved AGS or HS746T cells were added to the upper chamber (5×104 cells per insert) and DMEM medium with different concentration of MPA (1µg/ml, 1.5µg/ml and 2µg/ml) was used as a chemoattractant in the lower chamber. After incubation at 37°C for 8 hours, the cells in the lower chamber were fixed in methanol and stained with 0.2% crystal violet. Numbers of the migrating cells in nine randomly selected fields from triplicate chambers were counted in each experiment under a phase-contrast microscope. The invasive potential of the cells was analyzed using a Matrigel-coated modified Boyden chamber (BD biosciences, San Jose, CA, USA) as described previously [17]. DMEM containing MPA was added to the lower chamber. After incubation at 37°C for 24 hours, the number of cells that invaded to the lower side of the upper chamber was counted.

### Micorarray experiments

Total RNA was extracted from AGS cells using a magnatic beads RNA extraction kit (Jinfiniti Biosciences, Augusta, GA). Gene expression profiling was performed using the human Illumina HumanHT-12 v4 BeadChip (Illumina, San Diego, CA). An aliquot of 200ng of total RNA was converted into double stranded cDNA (ds-cDNA) by using the Illumina TargetAmp-Nano labeling kit with an oligo-dT primer containing a T7 RNA polymerase promoter (Genset, St. Louis, MO). *In vitro* transcription was performed on the above ds-cDNA using the Enzo RNA transcript labeling kit. Biotin-labeled cRNA was purified by using an RNeasy affinity column (Qiagen), and fragmented randomly to sizes ranging from 35-200 bases by incubating at 94°C for 35 min. The hybridization solutions contained 100mM MES, 1 M Na^+^, 20 mM EDTA, and 0.01% Tween 20. The final concentration of fragmented cRNA was 0.05 µg/µl in hybridization solution. Target for hybridization was prepared by combining 40 µl of fragmented transcript with sonicated herring sperm DNA (0.1 mg/ml), BSA and 5nM control oligonucleotide in a buffer containing 1.0 M NaCl, 10 mM Tris.HCl (pH7.6), and 0.005% Triton X-100. Target was hybridized for 16h at 45°C in an Illumina hybridization oven. Chips were then washed at 50°C with stringent solution, then again at 30°C with non-stringent washes. Arrays were then stained with streptavidin-Cy3. The microarray data are MIAME compliant and have been deposited in NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE46671.

### Real-time RT-PCR analysis

An aliquot of total RNA (2µg per sample) were arrayed in 96-well plates and then converted to cDNA using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) and a PTC-100TM programmable thermal controller (MJ Research, Inc). The cDNA products were used for quantitative real-time PCR using ready-to-use TaqMan gene expression assays from the Applied Biosystems. Five reference genes with relatively constant expression (GAPDH, ESD, GUSB, IPO8 and MRPL19) were used for normalizing RNA concentration. Real-time PCR was performed with 96x96 Fluidigm Expression chips. Standard thermal cycling condition (10 min at 95°C, 40 cycles for 15 sec at 95°C, 1 min at 60°C) was used for all genes. All samples were analyzed on the same plate and each sample was analyzed in duplicate. 

### Western blotting

Cells were harvested and resuspended in PBS. After centrifugation at 2000rpm for 5 min, the pellet was lysed in ice cold M-PER Mammalian Protein Extraction Reagent containing 1% Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Scientific) for 30 min. The supernatant was collected after 10 min of centrifugation at 12000rpm, equaled by spectrophotometry, denatured with sample loading buffer for 10 min at 95ᵒC and stored at 4°C for future use. Proteins were separated by 10% SDS-polyacrylamide gels and transferred to PVDF membrane (Bio-Rad), and incubated with primary antibodies of interest at 4°C overnight. The appropriate horseradish-conjugated secondary antibody at a dilution of 1:10000 in blocking buffer (3% BSA-TBST) was added and incubated for 1h at room temperature. All antibodies were diluted in 3% BSA-TBST. Immunoblots were developed using ECL chemiluminescence reagent (Thermo Scientific).

### Flow cytometry

Cells were trypsinized and washed twice in PBS. Approximately 1x10^6^ cells were incubated with 1µg of anti-CD147, anti-ICAM-1 and anti-integrin beta 5 antibodies for 30min, washed with PBST twice, then incubated with a secondary antibody conjugated with TRITC or APC for 30min, and washed twice with PBST. Flow cytometric analyses were performed on a FACScaliburTM flow cytometer with CELLQuestTM software (Becton Dickinson, Franklin Lakes, NJ, USA).

### Luminex assay

MMP proteins in culture medium were measured using Luminex kits from Millipore Company (Billerica, MA, USA) according to manufacturer’s recommendation. Cell culture medium (1:10 dilution) was incubated with the antibody-coupled microspheres and then with biotinylated detection antibody before the addition of streptavidin-phycoerythrin. The captured bead-complexes were measured with the FLEXMAP 3D system (Luminex, Austin, TX). Median fluorescence intensity (MFI) was collected and used for calculating protein concentrations.

### Statistical analysis

All statistical analyses were performed using the R language and environment for statistical computing (www.r-project.org). The comparisons between group means were made by ANOVA (for ≥ 3 groups) followed by pair-wise comparisons using Bonferroni post-hoc testing.  The statistical significance of differences was set at P < 0.05. 

The lumi package was used to preprocess microarray data. Differential expression analyses were conducted using the limma package from the Bioconductor project [18]. We used the false discovery rate (FDR) to adjust for multiple testing [19]. A combination of adjusted p-value and absolute value of fold change (FC) were used for selecting the differentially expressed genes. 

Cluster analysis was performed for grouping differentially expressed genes exhibiting similar expression patterns using the HPCluster program [20]. The Bioconductor package “GOstats” was used for testing the association of Gene Ontology terms (biological processes) to the differentially expressed genes [21] A p-value based on the hypergeometric test was computed to assess whether the number of genes associated with the term is larger than expected. The p-values obtained were adjusted for multiple testing using the FDR. The gene list was also analyzed using prebuild KEGG pathways. We used the “spia” (signaling pathway impact analysis) package to identify pathways impacted by the observed changes in the gene expression [22]. Network analysis was performed to construct molecular interaction networks using the STRING database [23]. The networks were imported in simple interaction format to Cytoscape for visualization [24]. 

## Results

### MPA inhibits AGS cell migration and invasion

The migratory ability of two gastric cancer cell lines (AGS and Hs746T) with and without MPA treatment was assessed using 8µm pore transwell chambers without matrigel. As shown in Figure 1A, the percentages of migrating AGS cells decreased in a MPA dose-dependent manner, reducing to less than 50% of the control AGS cells at concentrations of >1.5µg/ml. However, the migratory ability of Hs746T cells was not affected by MPA at similar concentrations. Similarly, cell invasion was assayed using 8µm pore Biocoat Matrigel 8-micron invasion chambers (Figure 1B). MPA treatment also significantly decreased the invading ability of AGS cells but not Hs746T cells.

**Figure 1:**
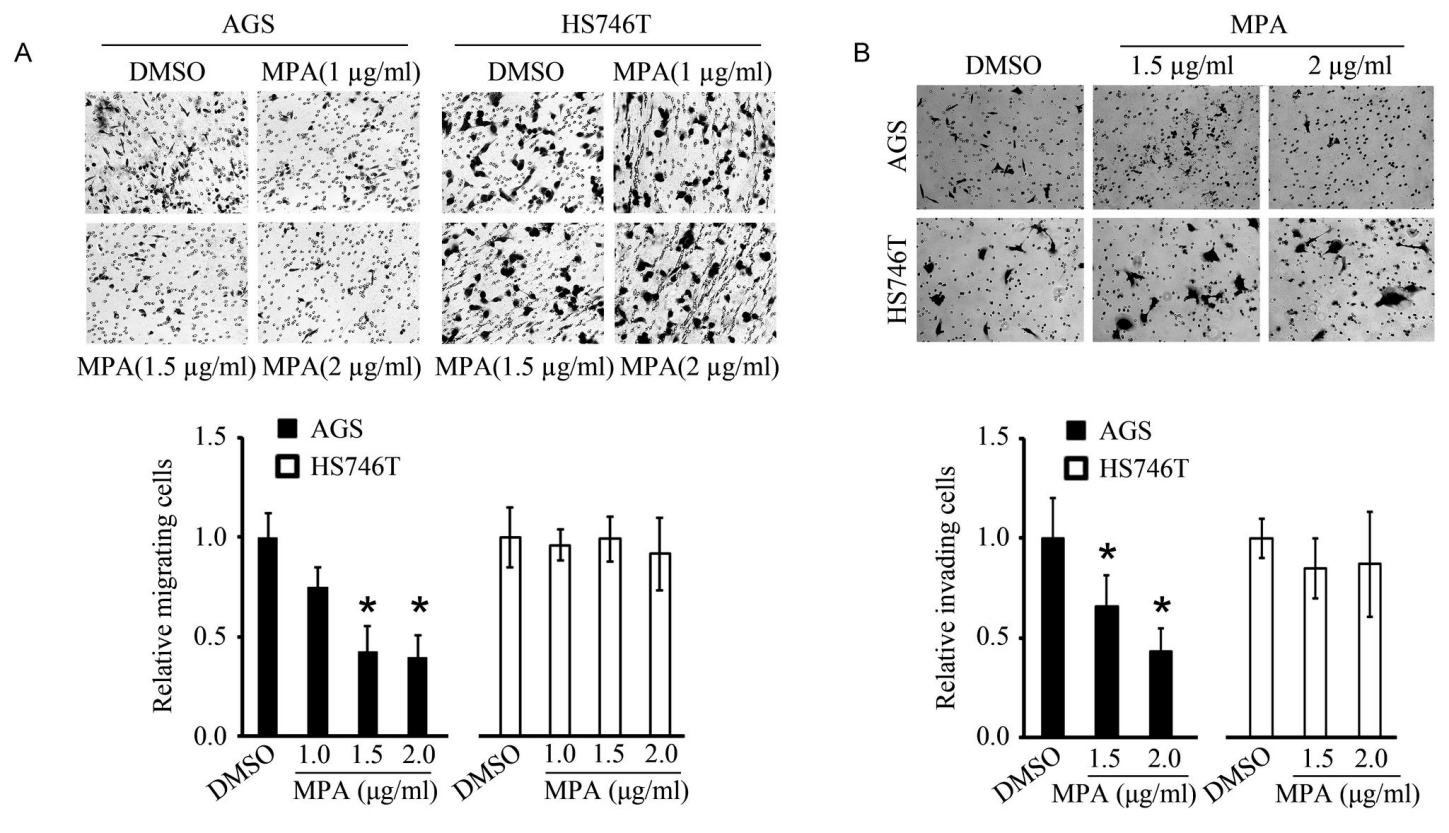
MPA modulates the migration and invasion abilities of AGS cells but not Hs746T cells. **A**: Images of migrating cells after treatment with vehicle (DMSO) or different concentration of MPA for 24h. The mean relative migrating cells are shown at the bottom. **B**: Images of invading cells after treatment with vehicle (DMSO) or different concentration of MPA for 24h. The mean relative invading cells are shown at the bottom. *p < 0.05 compared to DMSO control.

### MPA-induced gene expression changes related to cancer cell migration

To identify the genes altered by MPA treatment, we conducted a global transcriptomic profiling experiment with AGS cells treated with MPA. 

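RNA from AGS cells, a human gastric cancer cell line, was profiled on 12 Illumina HumanHT-12 arrays, each measuring 48803 probes. Mycophenolic acid (MPA), an inhibitor of the guanine nucleotide synthesis enzyme IMPDH, had been given at 2 µg/ml. There were 4 arrays of untreated cells (0 h) and 2 arrays each for cells treated for 12, 24, 48 and 72 h. Arrays of the same treatment are numbered as replicates, and the labels do not say whether they come from separate cultures, so the p-values measure a spread that may be technical. No untreated cells of 12 to 72 h were measured, so hours of MPA and hours in culture change together.
The labelling used an oligo-dT primer. The authors' non-normalized table gives the mean bead intensity of each probe and a detection score, and a separate table gives their log2 values after lumi preprocessing, whose settings the paper's text does not give. The number of probes detected (1 minus the detection score under 0.01) ranged from 14077 to 14893 (median 14798) on the 0 h arrays, from 14464 to 15030 at 12 h, from 15192 to 15764 at 24 h, from 14837 to 14916 at 48 h and from 14514 to 15083 at 72 h. The ratio of the 95th to the 5th percentile of signal was 24.3 to 36.9 on the 0 h arrays and 23.2 to 25.5 at 72 h. The number of arrays limits the precision.
For the values given here, the non-normalized intensities were background-corrected by normexp, with an offset of 16, set on the log2 scale and quantile normalized. Probes detected on at least 2 arrays were kept, and each gene was represented by its kept probe with the highest mean over the 12 arrays, which left 10469 genes. The probe annotation used is that of version 3 of the array, while the paper names version 4. All 5 groups were fitted together with limma, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Where a probe was detected on no array of a group, its fold is a lower bound, written "at least": the mean of the brighter group over the mean of the dim group, with each dim array taken at the higher of its lowest detected signal and the probe's own signal. Between 2 arrays of one group, the standard deviation of the log2 difference over genes was 0.252 to 0.318 (10 pairs), and between arrays of different groups it was 0.35 to 0.712 (56 pairs).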

Using the entire gene expression dataset, we identified KEGG pathways that are significantly altered by MPA. 

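Short gene lists, written from textbook knowledge before the data were examined, were compared with all other genes for the mean of the 4 treatment times against 0 h. Of 24 measured p53 target genes, 22 were higher after MPA and none was lower in limma, also when adjusted over the list alone (none was lower at an unadjusted p under 0.05). TP53I3, an oxidoreductase induced by p53, rose most in this list, with a log2 fold change of 3.1 (standard error 0.09, adjusted p = 1.4e-10 from limma). TP53INP1 had a log2 fold change of 2.02 and GDF15, a secreted stress factor, 1.71 (adjusted p = 4.8e-09 from limma). The death receptor gene FAS was detected on no 0 h array and was at least 2.67-fold higher at 12 h. The list moved up (camera with a preset correlation of 0.01, adjusted p = 1.8e-11), and the mean of its members was above every 0 h array on 8 of 8 treated arrays. This count does not set the list apart, since it also held for the ATF4 and NF-kappaB lists, which camera did not call.
Of 28 measured genes of G2/M and mitosis, 26 were lower and 2 were higher (26 and 2 when adjusted over the list alone; camera, adjusted p = 9.9e-08). The mitotic kinase gene PLK1 had a log2 fold change of -1.28 (standard error 0.09, adjusted p = 2e-07 from limma), cyclin B1 (CCNB1) -1.1 and the spindle checkpoint kinase gene BUB1 -1.06. Of 25 genes of DNA replication and the G1/S transition, 4 were higher and 10 were lower over the 4 times (5 and 10 when adjusted over the list alone), and camera did not call the list (adjusted p = 0.42). By time, this list moved up at 12 h, with 10 members higher and 1 lower (camera, adjusted p = 0.035, and adjusted p = 0.082 with an estimated correlation). At 48 h, 14 members were lower and none was higher in limma (camera, adjusted p = 0.0024, and adjusted p = 0.042 with an estimated correlation). The difference between 72 h and 12 h in this list was itself past the threshold (camera, adjusted p = 2.3e-05). RRM2, a ribonucleotide reductase subunit, had a log2 fold change of 1.2 at 12 h (standard error 0.2, adjusted p = 0.00066 from limma) and 0.27 at 48 h (adjusted p = 0.29).
Of 24 measured immediate-early and feedback genes of MAPK signaling, 16 were higher and 2 were lower (17 and 2 when adjusted over the list alone; camera, adjusted p = 0.00022). The transcription factor genes FOSB and EGR1 had log2 fold changes of 1.78 and 1.72, and the MAPK phosphatase genes DUSP6 and DUSP1 1.52 and 1.36 (all with an adjusted p under 0.05 from limma). Of 23 genes of protein processing in the ER, 14 were lower and 2 were higher (14 and 3 when adjusted over the list alone; camera, adjusted p = 0.0034, and adjusted p = 0.1 with an estimated correlation). Besides HSPA5, the ER stress factors MANF (-1.03) and XBP1 (-0.94) and the chaperone calnexin (CANX, -0.9) fell. Of 15 genes of PPAR signaling and lipid metabolism, 7 were lower and 4 were higher (7 and 4 when adjusted over the list alone), and camera did not call the list (adjusted p = 0.58). Its median log2 fold change was 0.07, its mean -0.22 and its tested direction down. The receptor genes PPARG (-1.56) and RXRA (-1.4) and the desaturase gene SCD (-1.27) fell. The calls of the p53, G2/M and MAPK lists hold with an estimated correlation (adjusted p = 0.0048, 0.0048 and 0.018).

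**Figure D1:**
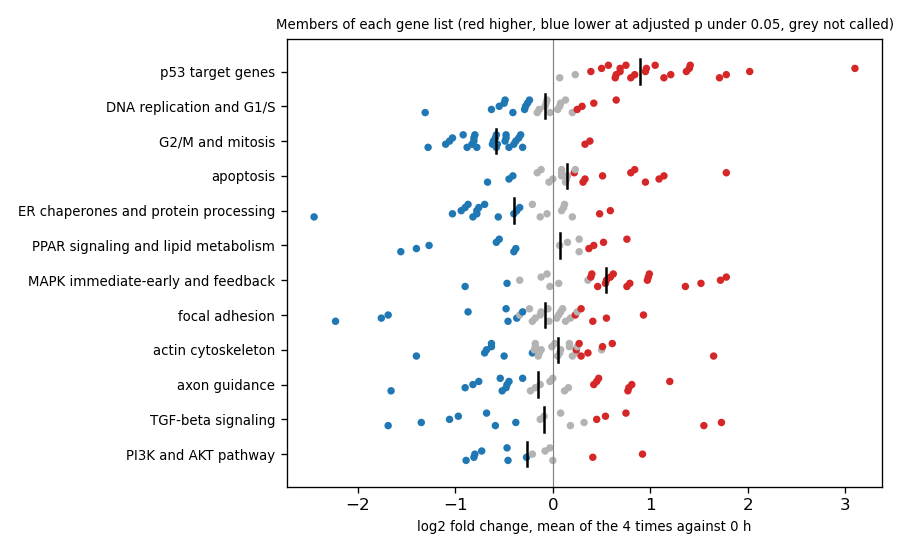
Log2 fold change (mean of the 4 treatment times against 0 h, horizontal axis) of each measured member of 12 gene lists. Each point is a gene, red where higher and blue where lower at an adjusted p under 0.05 from limma and grey otherwise, and the black line is the median of the fitted values. Of the p53 target genes, 22 of 24 are red, and of the genes of G2/M and mitosis 26 of 28 are blue.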

Eight of the top ten significantly changed pathways (p53 signaling, cell cycle, pathways in cancer, PPAR signaling, bladder cancer, protein processing in ER, small cell lung cancer and MAPK signaling) are well-known to be cancer-related. The differentially expressed genes were also mapped to Gene Ontology biological processes and a hypergeometric test was performed to evaluate the significance of enrichment for each category. Our analysis indicated that the significantly enriched genes are implicated in cell cycle (1.6 fold enrichment, p < 10^-5^), cell death (1.7-fold enrichment, p < 10^-7^), cell proliferation (1.8-fold enrichment, p < 10^-7^), and cell migration (1.5 fold enrichment, p < 0.005). 

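Of 24 measured apoptosis genes, 10 were higher after MPA, 3 were lower and 11 did not pass the test (10 and 3 also when adjusted over the list alone) for the mean of the 4 times against 0 h. After the death receptor gene FAS, which is also in the list of p53 target genes, the members with the largest changes were PMAIP1 and BIK, which encode proapoptotic BH3-only proteins, and TNFRSF10A, which encodes a receptor of the death ligand TRAIL. PMAIP1 had a log2 fold change of 1.14 (standard error 0.14, adjusted p = 1.9e-05 from limma), BIK 1.09 (standard error 0.09, adjusted p = 8.4e-07) and TNFRSF10A 0.95 (standard error 0.08, adjusted p = 9.9e-07). PMAIP1, BIK and TNFRSF10A were above every 0 h array on 8 of 8 treated arrays. The list as a whole moved up in camera (adjusted p = 0.041), with adjusted p = 0.1 with an estimated correlation. The call also ends without 0 h replicate 4 (adjusted p = 0.073), without 12 h replicate 2 (0.062) and without 24 h replicate 1 (0.051).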

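Relative to 0 h, limma called 1717 genes higher and 1877 lower at 12 h, 2132 higher and 2227 lower at 24 h, 2172 higher and 2385 lower at 48 h, and 2196 higher and 2237 lower at 72 h, among 10469 genes. With arrays scaled to a common median in place of quantile normalization, the median of all genes lies at -0.24 on the log2 scale at 48 h and -0.22 at 72 h, and 1142 genes are higher and 3287 lower at 48 h and 1088 higher and 3076 lower at 72 h. Among the genes with the largest changes at 24 h, CBS, an enzyme of the transsulfuration of homocysteine, rose by a log2 fold change of 4.09. The receptor kinase gene AXL had a fitted log2 fold change of 5.06 at 24 h and was detected on 1 of 4 arrays at 0 h, where its level is near background, so that the size of its fold is not exact. The glutamate receptor subunit gene GRIN2C had a log2 fold change of 3.61 at 12 h and 4.48 at 72 h and was detected on 2 of 4 arrays at 0 h. SLC19A1, which encodes the reduced folate carrier, had a log2 fold change of -2.72 at 24 h, where it was detected on 1 of 2 arrays, and NAV2, a neuron navigator gene, -3.17 at 48 h. Each of these 5 genes had an adjusted p under 0.05 from limma at all 4 times and lay beyond the range of the 0 h arrays on 8 of 8 treated arrays. Without 12 h replicate 2 the count at 12 h is 2235, and without 24 h replicate 1 or 2 the count at 24 h is 2882 or 2899.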

The global gene expression data are consistent with MPA’s activity in inhibiting cancer cell proliferation, induction of apoptosis and inhibition of migration. 

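At an adjusted p under 0.05 from limma and at least a 2-fold difference from 0 h at any time, 930 genes were higher and 796 were lower. At least a 4-fold difference was reached by 168 genes in the higher and 65 in the lower direction. Per time, 316 genes rose and 305 fell 2-fold or more at 12 h, 596 and 400 at 24 h, 562 and 464 at 48 h, and 494 and 372 at 72 h. The largest 4-fold changes included RIMBP3 (at least 36.4-fold higher at 72 h), the cytoglobin gene CYGB (at least 13.4-fold higher at 24 h), SUGCT (log2 fold change of 4.73 at 48 h) and PAGE4 (-3.62 at 72 h). The counts differ with the background correction. An added offset or uncorrected background compresses the folds of dim probes by construction, but how much of the difference in counts this gives was not tested. In the authors' deposited values 894 genes reach 2-fold and 82 reach 4-fold (68 higher and 14 lower), and with no background correction 847 and 76 do. With median scaling the 2-fold changes divide into 788 higher and 1118 lower.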

Since the main focus of this study is to elucidate the molecular mechanism underlying MPA’s impact on cancer cell migration, we analyzed in detail the 50 migration-related genes with 2-4 fold differences and 15 migration-related genes with >4-fold differences between treated and untreated AGS cells (Figure 2). 

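Among the 1726 genes changed 2-fold or more, the largest change lay at 12 h for 103 genes that were higher and 165 that were lower, at 24 h for 348 and 203, at 48 h for 253 and 231, and at 72 h for 226 and 197. Between treated groups, compared directly in the same limma fit, 481 genes were higher and 242 lower at 24 h than at 12 h. At 48 h, 1568 were higher and 1525 lower than at 12 h, and at 72 h, 1798 were higher and 1667 lower than at 12 h. At 72 h, 1005 genes were higher and 1099 lower than at 24 h. Examples with late changes are SUGCT, which was higher at 72 h than at 12 h by 2.73 on the log2 scale, and PAGE4, with a difference of -2.93. TIGD5 fell early and was higher at 72 h than at 12 h by 1.73. With median scaling the directions are less even, with 530 genes higher and 2291 lower for 48 h against 12 h, 629 and 2372 for 72 h against 12 h, and 294 and 1021 for 72 h against 24 h, and 374 genes in all for 24 h against 12 h. Each treated group has 2 arrays. Without 12 h replicate 2 the counts against 12 h are 270 at 24 h, 1751 at 48 h and 2062 at 72 h, and without 24 h replicate 2 they are 257 for 24 h against 12 h and 993 for 72 h against 24 h.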

Four distinct clusters of genes are recognized. The cluster 1 genes are quickly up-regulated at the 12h time point and peaked at the 24h time point but slightly down-regulated later. 

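Of the genes that Figure 2 places in cluster 1, CEACAM1, a cell adhesion molecule of the carcinoembryonic antigen family, was higher at 24 h than at 12 h by 1.42 on the log2 scale (standard error 0.17, adjusted p = 0.00028 from limma). It was lower at 72 h than at 24 h, with a difference of -1.05 (standard error 0.17, adjusted p = 0.0012). ATF3, a stress-induced transcription factor, reached its level by 12 h. Its difference between 24 h and 12 h was 0.2 (standard error 0.16, adjusted p = 0.5 from limma) and between 72 h and 24 h 0.12 (standard error 0.16, adjusted p = 0.63).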

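NOS3, CDH10, SMAD3, CITED2 and CYR61 (current symbol CCN1) stand in the second cluster of Figure 2. CDH10, a cadherin gene, rose throughout. It was higher at 24 h than at 12 h by 1.37 on the log2 scale (standard error 0.26, adjusted p = 0.008 from limma) and at 72 h than at 24 h by 1.35 (adjusted p = 0.0038). NOS3, the endothelial nitric oxide synthase gene, was detected on no array at 12 h and was at least 10.2-fold higher at 72 h. CITED2 and CYR61 were higher at 48 h than at 12 h by 1.08 and 0.88 (adjusted p = 0.0029 and 0.0033 from limma), while their differences between 24 h and 12 h were 0.01 and 0.4 (adjusted p = 0.99 and 0.21). SMAD3 was higher at 24 h than at 12 h by 1.46 (adjusted p = 0.00016) and lower at 72 h than at 24 h, with a difference of -0.65 (adjusted p = 0.014).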

The cluster 2 genes are slightly increased at the 24h time point but then become more up-regulated at the 48h and 72h time points. 

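Among down-regulated genes in Figure 2, DOCK1, a guanine nucleotide exchange factor for Rac, recovered in part. It was higher at 72 h than at 24 h by 1.45 on the log2 scale (standard error 0.17, adjusted p = 0.00017 from limma). HSPA5, the ER chaperone BiP, was higher at 72 h than at 24 h by 0.86 (standard error 0.18, adjusted p = 0.0051), and its difference between 72 h and 12 h was 0.38 (adjusted p = 0.12). ARRB1 differed between 48 h and 12 h by 0.52 (adjusted p = 0.039), and INF2 differed between no times tested (adjusted p of at least 0.18 for each comparison). PDGFRA, LRP8, PRKCA and IGFBP5 were already lower at 12 h than at 0 h in limma. Of these, LRP8 fell further, with a difference of -1.31 between 48 h and 12 h (adjusted p = 0.00018), and PDGFRA with a difference of -0.83 between 72 h and 12 h (adjusted p = 0.0075). For PRKCA the difference between 72 h and 12 h was -0.22 (adjusted p = 0.35). IGFBP5 was at least 1.62-fold lower at 72 h than at 12 h.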

The cluster 3 genes are quickly down-regulated at the 12h and 24h time points but down-regulation becomes much less at later time points, while the cluster 4 genes are down-regulated at the 24h and later time points. The functional relationships among these genes are depicted in a gene regulatory network (Figure 3). Subsequently, we also assessed the validity of the expression data by analyzing a subset of candidate genes using real-time RT-PCR (Figure 4). A different set of RNA samples were obtained at different treatment time points (0, 12, 24 and 48 hours after treatment) from the MPA-sensitive AGS cells and MPA-insensitive Hs746T cells.

**Figure 2:**
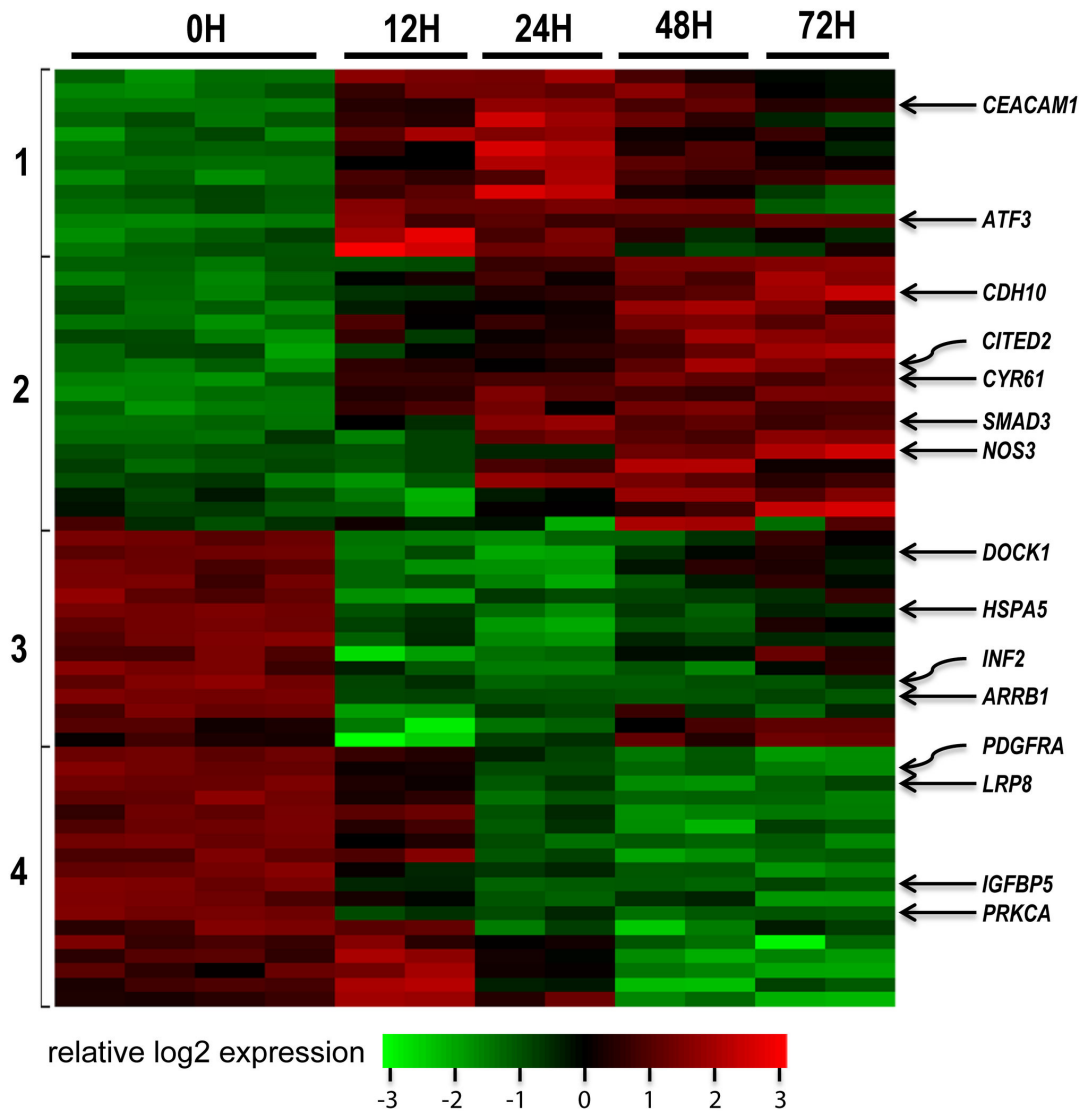
Molecular changes related to migration. Heatmap for genes differentially expressed after MPA treatment for 0h, 12h, 24h, 48h and 72h. Each sample is represented in a column and each gene is represented in a row. Increased expression is indicated as red and decreased expression is indicated as green. Representative genes are shown on the right panel and gene clusters are indicated on the left.

**Figure 3:**
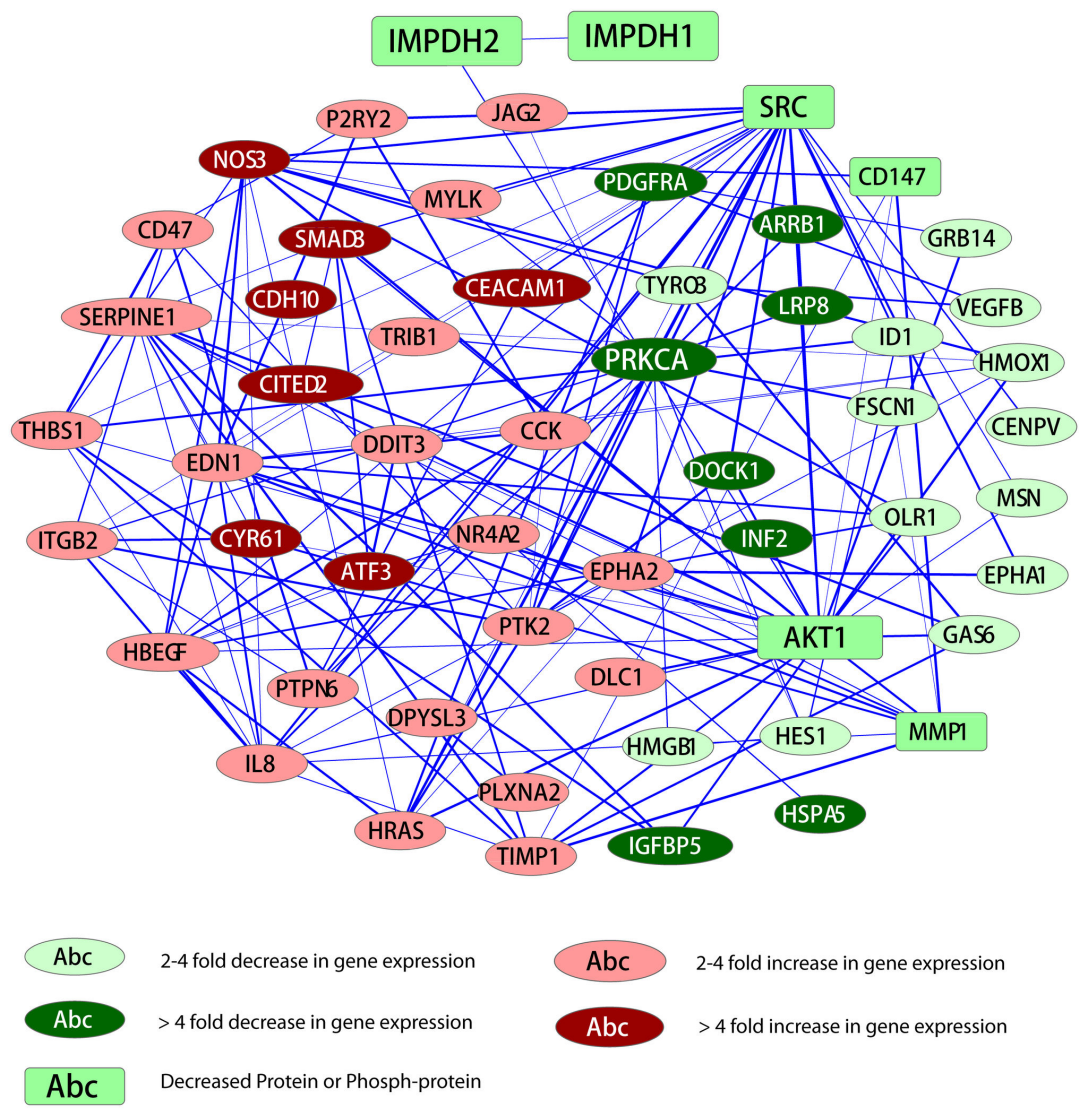
A network illustrating the connectedness of the genes (>2-fold differences) involved in cell migration.

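Figure 3 draws 35 genes with 2-fold differences, read by eye, of which 34 were measured. In the drawn direction, 30 of them reached a 2-fold difference from 0 h at some time with an adjusted p under 0.05 from limma. These were 17 of 21 genes drawn as higher and 13 of 13 drawn as lower. Being the study's own choice from these arrays, they are not independent evidence of its direction. CCK, a peptide hormone gene, was higher with a log2 fold change of 2.2 at 24 h (standard error 0.16, adjusted p = 6.1e-07 from limma), and the chemokine gene IL8 (current symbol CXCL8) with 1.91 at 48 h (standard error 0.2, adjusted p = 9.7e-06). The integrin gene ITGB2 was detected on no 0 h array and was at least 4.87-fold higher at 48 h, as the nucleotide receptor gene P2RY2 was by at least 4.45-fold at 24 h. GAS6, a ligand of TAM receptor kinases, had a log2 fold change of -2.08 at 24 h (standard error 0.12, adjusted p = 6e-08). FSCN1, which bundles actin filaments, had -1.91 at 72 h (standard error 0.14, adjusted p = 5.1e-07) and HMOX1, the heme oxygenase gene, -1.8 at 72 h (standard error 0.25, adjusted p = 0.00013). Among genes drawn as higher, DPYSL3 had a log2 fold change of -1.65 at 72 h (adjusted p = 6.1e-07), and PLXNA2 was at least 2.62-fold lower at 72 h. TIMP1 reached 0.71 at 72 h (adjusted p = 0.00073). PTK2, the focal adhesion kinase gene, did not pass the test at any time by its brightest probe, while another of its probes, detected on 3 of 4 arrays at 0 h, had a log2 fold change of 1.82 at 24 h (adjusted p = 1.1e-05 over all probes). The call of THBS1, at 48 h alone (1.14, adjusted p = 0.012), ends without 48 h replicate 1 (adjusted p = 0.076) or 2 (0.054).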

**Figure 4:**
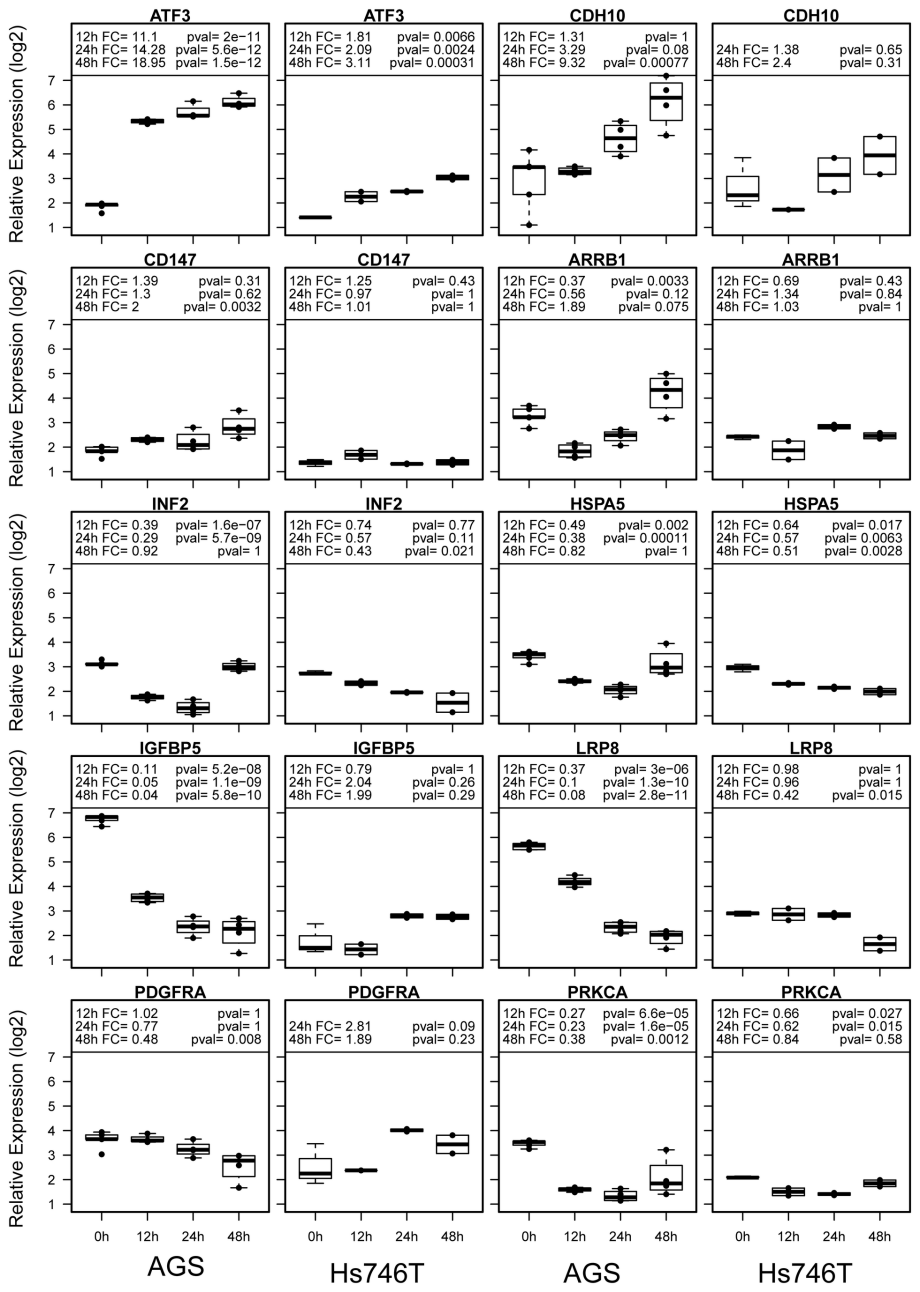
Confirmation of gene expression differences by real-time RT-PCR. Box blots are shown for each gene. Relative expression levels are shown in log 2 scale. FC (fold change) for each time point (12h, 24h and 48h) is compared to untreated controls (0h) with respective p-values.

MPA treatment severely down-regulated two cell surface receptor genes (*PDGFRA* and *LRP8*), a protein kinase gene (*PRKCA*), and five other genes (*INF2*, *DOCK1*, *HSPA5*, *ARRB1*, and *IGFBP5*) (Figure 2). Six of these genes were selected for RT-PCR confirmation and all six genes were confirmed to be significantly down-regulated by MPA in AGS cells that are sensitive to MPA (Figure 4). 

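Of the 8 genes, 6 were lower by at least 4-fold at some time, represented by their brightest probes. The study picked the 8 genes from these same arrays, so the tally is not independent evidence of their fall. IGFBP5, a binding protein of insulin-like growth factors (probe ILMN_1750324), was 12.1-fold lower at 12 h, with a log2 fold change of -3.59 (standard error 0.17, adjusted p = 9.3e-08 from limma). The ER chaperone gene HSPA5 (ILMN_1773865) was lowest at 24 h, 7.78-fold below 0 h, with log2 signals of 7.11 ± 0.35 (SD, n = 2) against 10.07 ± 0.07 (SD, n = 4). LRP8 (ILMN_1677765), a receptor of the LDL receptor family, was 6.29-fold lower at 48 h, with a log2 fold change of -2.65 (standard error 0.14, adjusted p = 4.1e-08). DOCK1 (ILMN_1715789) was 6.03-fold lower at 24 h (log2 fold change of -2.59, standard error 0.15, adjusted p = 5.7e-08) and 2.2-fold lower at 72 h. The protein kinase C alpha gene PRKCA (ILMN_1771800) was 5.34-fold lower at 72 h (log2 fold change of -2.42, standard error 0.15, adjusted p = 1.5e-07). PDGFRA (ILMN_2086470), a receptor of platelet-derived growth factors, was 2.43-fold lower at 12 h and 4.32-fold lower at 72 h (log2 fold change of -2.11, standard error 0.17, adjusted p = 1.8e-06). On 8 of 8 treated arrays, each of these 6 genes was below every 0 h array.
ARRB1, the beta-arrestin 1 gene, had log2 fold changes of -0.74, -0.66, -0.22 and -0.53 at 12, 24, 48 and 72 h by its brightest probe (ILMN_2325168; adjusted p = 0.0024, 0.0036, 0.26 and 0.013 from limma). The call at 24 h ends without 24 h replicate 1 (adjusted p = 0.077) and that at 72 h without 72 h replicate 1 (adjusted p = 0.096). INF2, a formin gene, had log2 fold changes of 0.03, 0.2, 0.14 and 0.3 (ILMN_2393450; adjusted p = 0.88, 0.24, 0.41 and 0.077). Both genes have 4 probes, of which 3 were kept, and the kept probes do not all move alike. Another probe of ARRB1 (ILMN_1819608) had a log2 fold change of -2.95 at 12 h and -2.96 at 72 h. For INF2, another probe had -2.58 at 12 h and -2.63 at 72 h. The paper describes INF2, DOCK1 and HSPA5 as genes known to promote migration and states that their fall accords with the lower migratory capacity of treated AGS cells.

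**Figure D2:**
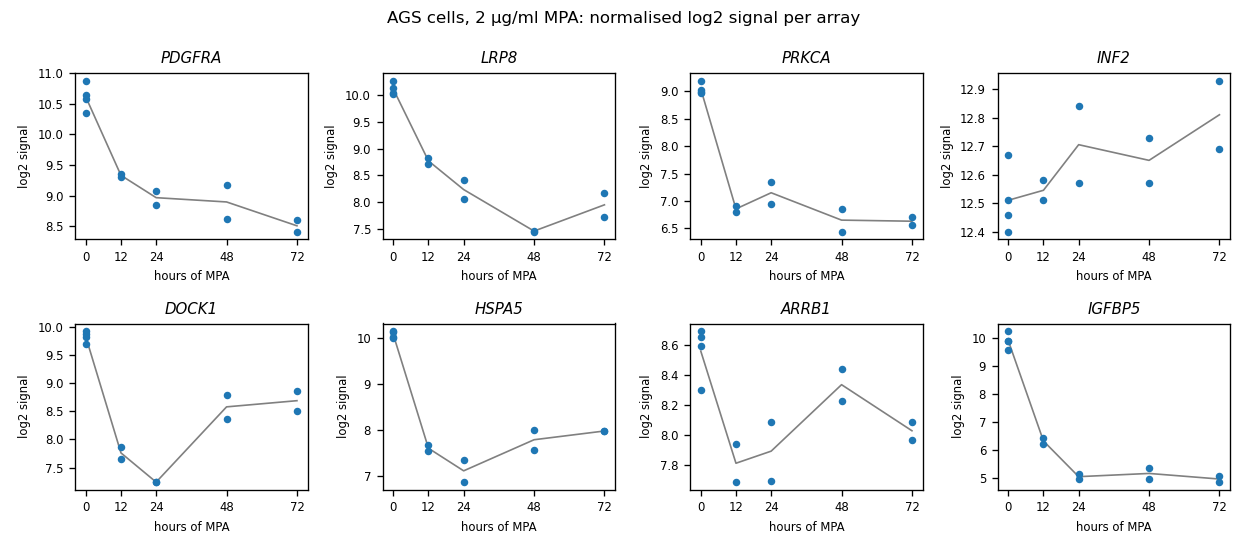
Normalized log2 signal (vertical axis, scaled separately for each gene) of the brightest probe of 8 genes against hours of MPA (horizontal axis). Each point is an array and the grey line joins the group means. For HSPA5 the mean falls from 10.07 at 0 h to 7.11 at 24 h, while for INF2 it is 12.51 at 0 h and 12.71 at 24 h.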

Interestingly, most of these genes were not significantly down-regulated by MPA treatment in the Hs746T cells that are insensitive to MPA treatment (Figure 4).

Furthermore, MPA treatment of AGS cells significantly up-regulated the expression of a large number of genes implicated in cell migration. 

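By their brightest probes, 7 of 7 genes that Figure 2 labels as up-regulated more than 4-fold reached a 4-fold difference from 0 h at some time. The study picked them from these same arrays at that threshold, so the tally is not independent evidence of their rise. CDH10 (ILMN_1791270) rose most among the 6 detected at 0 h, by 12.7-fold at 72 h (log2 fold change of 3.67, standard error 0.23, adjusted p = 1.6e-07 from limma), and was detected on 3 of 4 arrays at 0 h. At 12 h its log2 fold change was 0.95 (adjusted p = 0.0066), a call that ends without 12 h replicate 1 (adjusted p = 0.056). The transcription factor gene ATF3 (ILMN_2374865) was 5.77-fold higher at 12 h and 7.4-fold higher at 48 h, with log2 signals of 12.29 ± 0.03 (SD, n = 2) against 9.4 ± 0.07 (SD, n = 4). CEACAM1 (ILMN_1716815) was 7.05-fold higher at 24 h (log2 fold change of 2.82, standard error 0.14, adjusted p = 2.4e-08). CYR61 (CCN1, ILMN_2188264), which encodes a matricellular protein that binds integrins, was 5.21-fold higher at 48 h (log2 fold change of 2.38, standard error 0.15, adjusted p = 1.7e-07). CITED2 (ILMN_1663092) was 5.16-fold higher at 48 h (log2 fold change of 2.37, standard error 0.19, adjusted p = 9.6e-07). SMAD3 (ILMN_1682738), a transducer of TGF-beta signals, was 4.43-fold higher at 24 h (log2 fold change of 2.15, standard error 0.14, adjusted p = 2e-07). NOS3 (ILMN_1775224) was detected on no array at 0 and 12 h. Except for NOS3 on 1 array, each gene was above every 0 h array on 8 of 8 treated arrays.

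**Figure D3:**
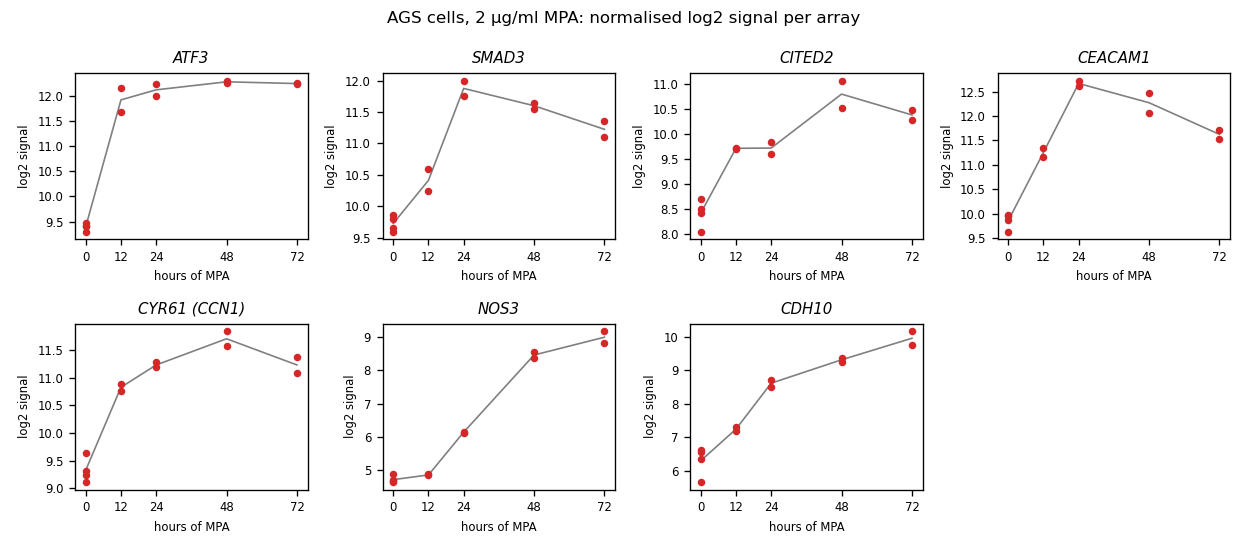
Normalized log2 signal (vertical axis, scaled separately for each gene) of the brightest probe of 7 genes against hours of MPA (horizontal axis). Each point is an array and the grey line joins the group means. For ATF3 the mean rises from 9.4 at 0 h to 12.29 at 48 h, and for CDH10 from 6.3 at 0 h to 9.97 at 72 h.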

Seven genes (*ATF3*, *SMAD3*, *CITED2*, *CEAMCAM1*, *CYR61*, *NOS3* and *CDH10*) have more than four-fold difference and are highlighted in the microarray heatmap (Figure 2). Real-time RT-PCR confirmed that *ATF3* is increased by 10-20 folds in the AGS cells after MPA treatment, while it is only increased by 2-3 folds in the Hs746T cells (Figure 4). Similarly, MPA treatment significantly increased *CDH10* expression in AGS cells but not in Hs746T cells (Figure 4). 

We also performed pathway enrichment analysis on the 65 cell migration genes differentially expressed after MPA treatment. The top five KEGG pathways that are significantly altered by MPA are presented in Table 1. 

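Textbook lists of focal adhesion, actin cytoskeleton and axon guidance genes held members that moved in both directions in the mean of the 4 times against 0 h. Of 28 measured focal adhesion genes, 8 were lower, 5 were higher and 15 did not pass the test in limma (8 and 5 when adjusted over the list alone). Its largest changes were those of PRKCA, DOCK1 and PDGFRA, which the study picked from these arrays, and of the laminin subunit gene LAMB3 (log2 fold change of 0.93, standard error 0.12, adjusted p = 3.5e-05). Of 31 actin cytoskeleton genes, 7 were lower and 7 were higher (7 and 7 when adjusted over the list alone). Among them, the formin gene DIAPH3 had a log2 fold change of -0.7 (adjusted p = 0.0012 from limma) and TIAM1, an activator of Rac, -0.68 (adjusted p = 0.00013). The myosin light chain kinase gene MYLK was detected on no 0 h array and was at least 4.45-fold higher at 48 h. Of 24 axon guidance genes, 10 were lower and 7 were higher (11 and 7 when adjusted over the list alone). The semaphorin coreceptor genes PLXNA2 and PLXNA1 and the ephrin receptor gene EPHA1 fell, PLXNA1 and EPHA1 by 0.9 and 0.82 on the log2 scale, and the ephrin gene EFNB1 (detected on 3 of 4 arrays at 0 h) rose by 1.2. Against all other genes, camera called none of the 3 lists (adjusted p = 0.48 down for focal adhesion, 0.79 up for actin cytoskeleton and 0.62 down for axon guidance). The self-contained test fry asks whether members move on balance one way, without comparing them with other genes. It called focal adhesion (adjusted p = 7.7e-06) and axon guidance (adjusted p = 0.009) down and gave an adjusted p of 0.41 for actin cytoskeleton. Fry passed most of the lists tested, among them fibroblast markers, with 2 measured genes, 1 higher and 1 lower (adjusted p = 0.009, down). The fry calls therefore do not set these lists apart. The focal adhesion call includes PRKCA, DOCK1 and PDGFRA, and the median log2 fold change of that list was -0.08. Its list mean, which includes these genes, was below every 0 h array on 8 of 8 treated arrays. For axon guidance this held on 5 arrays (0 above), and for the actin cytoskeleton on 3 (2 above).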

The focal adhesion, actin cytoskeleton and axon guidance pathways are highly related to cell migration and are significantly inhibited by MPA treatment, consistent with the observed reduction in the migration ability of MPA-treated AGS cells. Furthermore, the pathway in cancer is also significantly inhibited as several genes play important roles in cell proliferation and apoptosis. The TGF-beta pathway is significantly activated by MPA treatment and this finding is consistent with the suppression function of TGF-beta and MPA’s activity in inhibiting cell migration and proliferation. 

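Of 17 measured genes of TGF-beta signaling, 5 were higher, 7 were lower and 5 did not pass the test in limma for the mean of the 4 times against 0 h (5 and 7 when adjusted over the list alone). SMAD3, which carries the TGF-beta signal to the nucleus, and CITED2, a coactivator of SMAD proteins, rose over the 4 times by 1.55 and 1.73 on the log2 scale (adjusted p = 8.8e-08 and 4.2e-07). SMAD6, an inhibitor of BMP signaling, had a log2 fold change of -1.69 (standard error 0.08, adjusted p = 7.5e-09 from limma), and the BMP receptor gene BMPR2 -1.35 (standard error 0.11, adjusted p = 5.7e-07). ID1, a target gene of BMP signals, had -1.31 at 72 h (adjusted p = 9.8e-06). Camera did not call the list against all other genes (direction down, adjusted p = 0.65). Fry, which passed most of the lists tested, called it down (adjusted p = 8.9e-05).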

**Table 1:** Top five KEGG-pathways of the 65 cell migration genes significantly altered by MPA treatment.

**Pathway Name**	**ID**	**pFDR**	**Status**
Focal adhesion	4510	1.46E-06	Inhibited
Regulation of actin cytoskeleton	4810	1.22E-05	Inhibited
Pathways in cancer	5200	2.21E-05	Inhibited
Axon guidance	4360	0.00016	Inhibited
TGF-beta signaling pathway	4350	0.00021	Activated

### MPA-induced signaling changes related to migration

*AKT* is a key gene that connects with a large number of migration genes differentially expressed in the microarray data. However, the expression of the *AKT* genes was not altered by MPA treatment. Furthermore, the total AKT protein only showed slight change at later time points (Figure 5A). 

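AKT1 had log2 fold changes of -0.07, -0.4, -0.32 and -0.06 at 12, 24, 48 and 72 h (standard error 0.17 each; adjusted p = 0.8, 0.074, 0.14 and 0.8 from limma), with a log2 signal of 12.28 ± 0.3 (SD, n = 4) at 0 h. Other settings call it lower at 24 h, among them the authors' deposited values (-0.4, adjusted p = 0.028), median scaling (-0.53, adjusted p = 0.02) and the fit without 0 h replicate 1 (-0.52, adjusted p = 0.02). At 48 h, median scaling, which sets the median of all genes at -0.24, gives -0.62 (adjusted p = 0.0065). The only AKT2 probe was not detected on any array. Of 13 measured genes of the PI3K and AKT pathway, 7 were lower and 2 were higher (7 and 2 when adjusted over the list alone). Camera did not call the list (adjusted p = 0.25). Fry, which passed most of the lists tested, called it down (adjusted p = 0.00093). The list mean was below every 0 h array on 8 of 8 treated arrays. MLST8, a subunit of the mTOR complexes, had a log2 fold change of -0.89 (standard error 0.1, adjusted p = 1.6e-05 from limma), TSC2, an inhibitor of mTORC1, -0.81 and the AKT phosphatase gene PHLPP1 -0.8. The transcription factor gene FOXO3 rose by 0.92 (standard error 0.11, adjusted p = 2.8e-05).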

Interestingly, phospho-Akt (Ser473) was severely decreased by MPA treatment (Figure 5A). These results suggest that MPA may also alter the migration ability of AGS cell via influence on the activation status of key signaling proteins such as AKT, in addition to regulating the expression of genes.

**Figure 5:**
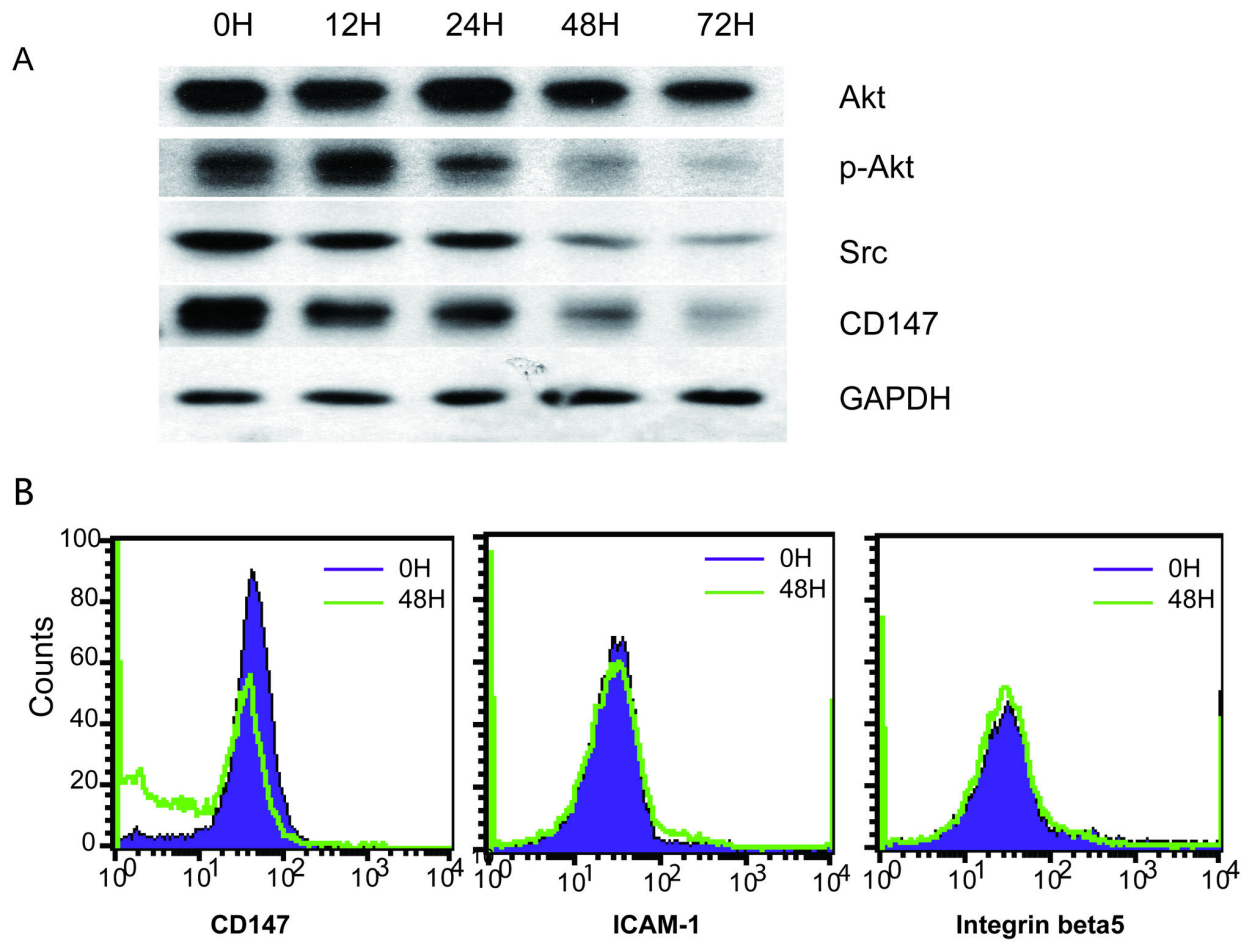
Proteomic changes in AGS cells after MPA treatment. **A**: Western blots for selected proteins. **B**: FACS analysis.

The expression of the genes encoding the Src tyrosine kinase is only marginally down-regulated in the microarray data. 

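SRC fell late. Its log2 fold change was -0.04 at 12 h and -0.29 at 24 h (adjusted p = 0.87 and 0.16 from limma), -0.64 at 48 h (adjusted p = 0.0056) and -0.95 at 72 h (adjusted p = 0.00043), each with a standard error of 0.16. At 72 h this is 1.94-fold lower than at 0 h, with log2 signals of 8.43 ± 0.1 (SD, n = 2) and 9.38 ± 0.2 (SD, n = 4). Without 48 h replicate 2 the change at 48 h is -0.42 and does not pass the test (adjusted p = 0.11).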

Since Src is functionally related to a large number of migration genes differentially expressed in the microarray data (Figure 3), we determined the protein expression level of Src and found that the protein is drastically down-regulated by MPA treatment (Figure 5A). However, the precise reason for the observed gene and protein expression discrepancies is unclear and remains to be further investigated. 

### MPA-induced CD147 reduction

The Src tyrosine kinase also transmits integrin-dependent signals central to cell movement and proliferation. Several differential expressed genes (*CEACAM1*and *CYR61*) are also implicated in the integrin signaling pathway. Therefore, we analyzed the expression of several integrins on AGS and Hs746T cell surface using FACS analysis. Although the expression of the *CD147* gene was not altered by MPA treatment (Figure 4), the CD147 surface protein expression was dramatically down regulated after MPA treatment (Figure 5B). Furthermore, Western blot analysis also confirmed that the total CD147 protein was significantly down-regulated by MPA treatment (Figure 5A). Interestingly, MPA treatment of Hs746T cells did not significantly alter CD147 surface expression. The expression of ICAM-1 and integrin beta 5 was not changed by MPA treatment (Figure 5B).

### MPA reduces matrix metalloproteinase 1 (MMP-1)

Three MMP proteins were measured in the culture medium of AGS and Hs746T cells after MPA treatment using Luminex assays (Figure 6). The protein levels of MMP2 and MMP9 were very low in AGS cell culture medium (data not shown). MMP1 was significantly reduced by MPA treatment in a dose-dependent manner in AGS cell culture medium (Figure 6A), while no significant change was observed in Hs746T cells (Figure 6B). 

**Figure 6:**
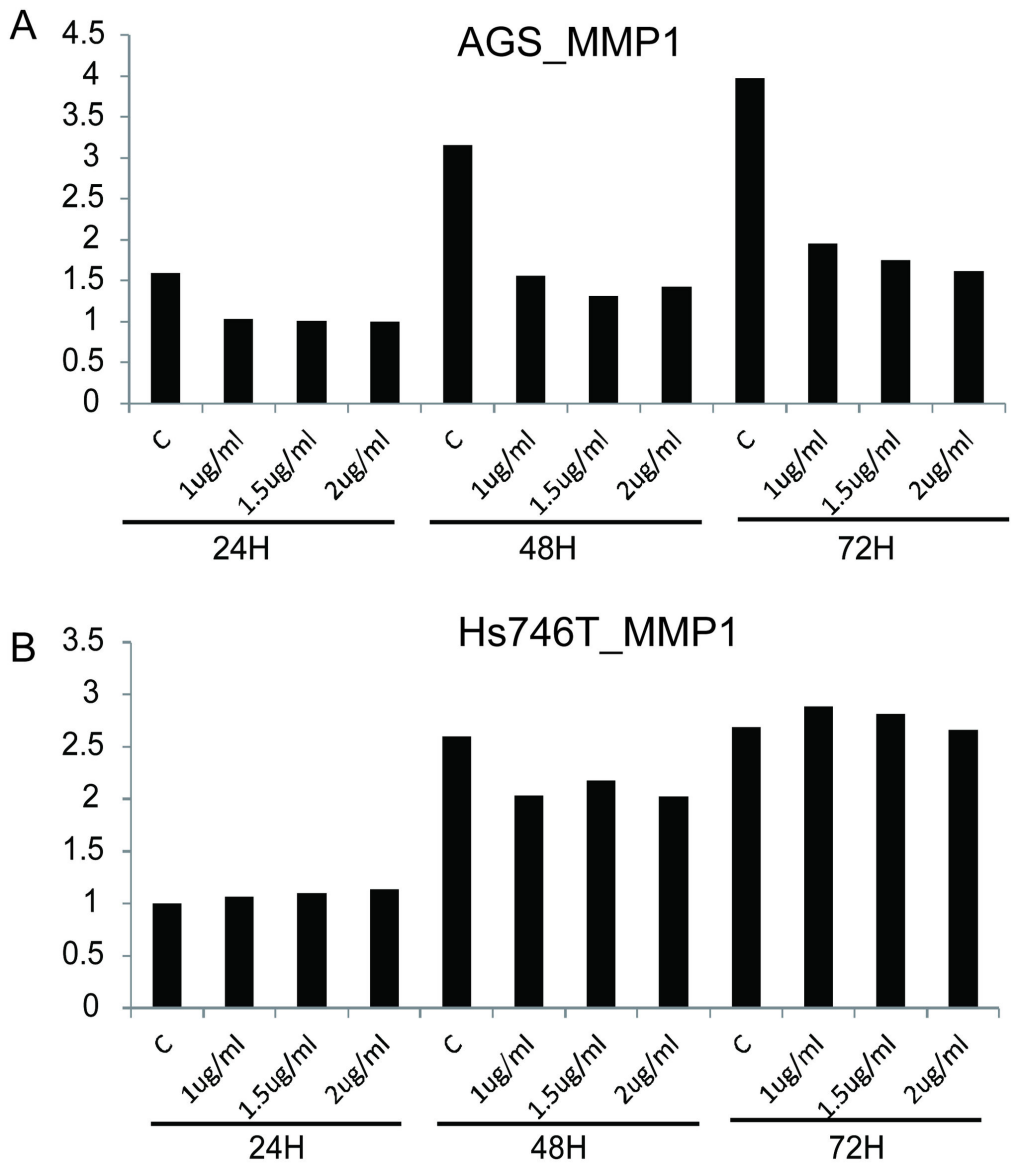
MMP1 protein levels in the cell culture medium. **A**: AGS cells. **B**: Hs746T cells.

## Discussion

MPA is known to specifically inhibit IMPDH, the rate-limiting enzyme for the *de novo* synthesis of guanosine nucleotides, which are essential for DNA replication as well as RNA and protein synthesis. MPA is also well known to inhibit cancer cell proliferation and induce apoptosis. In this study, we demonstrated for the first time that MPA can significantly reduce the migration and invasion abilities of AGS cells. Since metastasis is a major problem facing cancer patients, MPA’s ability to inhibit cancer cell migration and invasion, in addition to its ability to inhibit cell proliferation and induce apoptosis, renders MPA an excellent anti-cancer drug candidate.

In this study we also used a variety of molecular techniques to elucidate the molecular mechanisms underlying MPA’s function to inhibit cancer cell migration. We first used global transcriptomic analyses to identify migration candidate genes altered by MPA treatment. These studies suggested 50 genes with 2-4 fold differences and 15 genes with > 4 fold differences (Figure 2). These genes include cell surface receptors, protein kinases, and other genes involved in the regulation of migration. The validity of the microarray data has been confirmed by real-time RT-PCR for selected genes with > 4-fold differences (Figure 4). In addition to transcriptomic analysis, we also used several proteomic and functional technologies to elucidate the molecular mechanisms underlying the anti-migration activity of MPA. Transcriptomic profiling is a powerful technology to assess global molecular changes. The major advantage of gene expression microarray is its ability to rapidly and economically evaluate the expression pattern of almost all genes expressed in the cells of interest. Despite the power of this class of technologies, there are a number of issues that limit microarray primarily as a hypotheses-generating tool. The most serious limitation is the imperfect correlation or lack of correlation between gene expression and protein expression/function. This deficiency is well illustrated in this study as major differences in protein expression of activation status were altered by MPA while the gene expression levels were unchanged. Therefore, it is essential to combine transcriptomic and proteomic technologies for global characterization of biological functions.

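DOCK1 and HSPA5 were each measured by 1 probe. For INF2, an actin-assembling formin, 3 probes were kept, of which 1 fell. The probe ILMN_1729596 was 5.96-fold lower at 12 h and 7.13-fold lower at 24 h, with log2 signals of 6.49 ± 0.04 (SD, n = 2) at 24 h and 9.32 ± 0.24 (SD, n = 4) at 0 h (adjusted p = 4.8e-07 from limma over all kept probes). The probe ILMN_1727248 had log2 fold changes of 0.28 at 12 h and -0.01 at 24 h (adjusted p = 0.19 and 0.97), and the brightest probe did not pass the test at any time. The mean of the 3 probes gives a log2 fold change of -0.88 at 24 h (adjusted p = 2e-04). DOCK1 had a log2 fold change of -2.07 at 12 h and -1.25 at 48 h (adjusted p = 1e-06 and 2.8e-05 from limma), and HSPA5 -2.47 at 12 h and -2.1 at 72 h (adjusted p = 4.1e-07 and 6.7e-07).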

At least three genes that are known to promote cell migration (*INF2*, *DOCK1*, and *HSPA5*) are severely down-regulated (>4-fold) by MPA treatment (Figure 2). *INF2* encodes the inverted formin 2 protein, which promotes the formation of detyrosinated microtubules necessary for centromere reorientation in migrating cells [25]. The dedicator of cytokinesis 1 (DOCK1) protein interacts with HER2 and promotes HER2-induced Rac activation and cell migration [26]. HSPA5 is a stress response protein induced by agents or conditions that adversely affect endoplasmic reticulum function. It actively regulates multiple malignant phenotypes including cell growth, migration, and invasion.  Down-regulation of these genes by MPA is consistent with the reduced migratory capacity of AGS cells after MPA treatment. In contrast, overexpression of β-arrestin-1 (*ARRB1*) reduced the migratory propensity of breast cancer cells lines, whereas silencing increased migration [27]. In a more recent study [28], *ARRB1* was found to promote the migratory ability of lung cancer migration. Therefore, it is unclear at this time whether *ARRB1* inhibits or promotes migration in AGS cells. 

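IGFBP5 was detected on 4 of 4 arrays at 0 h and on no array at 24, 48 and 72 h. It was at least 22.1-fold lower at 24 h, at least 19.9-fold lower at 48 h and at least 19.5-fold lower at 72 h (adjusted p = 1.6e-09, 1.3e-09 and 1.5e-09 from limma). Its log2 signal was 9.92 ± 0.27 (SD, n = 4) at 0 h.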

Another drastically down-regulated gene, *IGFBP5*, induces cell adhesion and increases cell survival in MCF-7 human breast cancer cells [29]. IGFBP5 seems to inhibit migration of MCF7 cells [29] but promotes migration of peripheral blood mononuclear cells [30]. Therefore, the role of IGFBP5 on AGS cell migration remains to be determined. 

MPA treatment of AGS cells also significantly up-regulated the expression of a number of genes implicated in cell migration. Among these, seven genes (*ATF3*, *SMAD3*, *CITED2*, *CEAMCAM1*, *CYR61*, *NOS3* and *CDH10*) are of great interest as they show more than four-fold differences in the microarray heatmap (Figure 2). Two of the seven genes (*ATF3* and *CDH10*) were selected and confirmed by real-time RT-PCR. *ATF3* expression is increased by 11-fold 12 hours after MPA treatment and by 19-fold at 48 hours. *CDH10* expression is altered in AGS cells but not in Hs746T cells (Figure 4). ATF3 has recently been shown to suppress metastasis of bladder cancer through regulating Gelson-mediated remodeling of the actin cytoskeleton. Overexpression of *ATF3* in highly metastatic bladder cancer cells decreases migration *in vitro* and *in vivo*[31]. The TGF-β/Smad signaling pathway plays a critical role in pancreatic ductal adenocarcinoma growth, migration and metastasis. SiRNA-mediated silencing of SMAD3 increases TGF-β-induced cancer cell migration [32]. Consistent with the reduced migratory ability of AGS cells after MPA treatment, SMAD3 is significantly up-regulated by MPA treatment (Figure 2). *CITED2* encodes the Cbp/p300-interacting transactivator 2 protein, which positively regulates TGF-β signaling through its association with the SMAD/p300/CBP-mediated transcriptional coactivator complex and stimulates several other transcriptional activities. It has been shown that *Cited2* knockout mice have increased gonadal cell migration [33]. Therefore, up-regulated *CITED2* gene expression may contribute to the reduced migratory ability of AGS cells treated with MPA. *CEACAM1* encodes the carcinoembryonic antigen-related cell adhesion molecule (CD66a), which affects integrin-dependent signaling and regulates extracellular matrix protein-specific morphology and migration of endothelial cells [34]. Although most studies have shown that CEACAM1 alone plays a promigratory role, the interaction of CEACAM1 and filamin A drastically reduced migration and cell scattering [35]. Therefore, the role of CEACAM1 in cell migration may depend on the cellular context.

However, two of the genes highly up-regulated by MPA (*CYR61* and *NOS3*) actually promote migration. *CYR61* encodes the cysteine-rich protein 61, which promotes cell migration via alteration of the functions of integrin [36]. The up-regulation of *CYR61* by MPA treatment may reduce the anti-migratory role of MPA. Nitric oxide promotes mammary tumor cell migration through sequential activation of nitric oxide synthase, guanylate cyclase and mitogen-activated protein kinase [37]. *NOS3* encodes the nitric oxide synthase 3 and is highly up-regulated by MPA treatment. 

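NOS3 was at least 1.38-fold higher at 24 h, at least 6.87-fold higher at 48 h and at least 9.97-fold higher at 72 h than at 0 h (adjusted p = 2.7e-06, 1.1e-09 and 2.9e-10 from limma). Its log2 signal was 6.14 ± 0.03 (SD, n = 2) at 24 h, 8.46 ± 0.12 (SD, n = 2) at 48 h and 9 ± 0.26 (SD, n = 2) at 72 h, detected on both arrays each time.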

Again, up-regulation of *NOS3* may reduce the antimigratory function of MPA. The *CDH10* gene encodes one of the cadherin proteins that play critical roles in cell-cell adhesion. It has been inferred that CDH10 may play a critical role in mesendodermal cell migration although this inferred relationship has not been experimentally tested. *CDH10* is drastically increased by MPA treatment of AGS cells but not in Hs746T cells and its role in migration should be experimentally tested. 

*PDGFRA* encodes a cell surface tyrosine kinase receptor member of the platelet-derived growth factor family and is known to be closely related with cell migration [38]. Low-density lipoprotein receptor-related protein 8 (LRP8), also known as apolipoprotein E receptor 2 (ApoER2), is a cell surface receptor with an EGF-like domain. These receptors function in signal transduction and endocytosis of specific ligands. LRP8 is known to play an important role in embryonic neuronal migration [39]. Extracellular ligand binding to LRP8 and a related receptor, VLDLR, on migrating neurons activates intracellular processes that begin with Dab1 phosphorylation [39]. Dab1, a tyrosine kinase phosphorylated protein, can be phosphorylated by two tyrosine kinases (Src and Fyn) and phosphorylated Dab1 induces further activation of these two kinases and other kinases including PI3K. Phosphorylated PI3K may lead to inhibitory phosphorylation of the tau kinase glycogen synthase kinase 3 beta (GSK3B), which alters the activity of tau protein that is involved in microtubule stabilization. PI3K can also phosphorylate protein kinase C proteins (PKC), which phosphorylate a wide variety of protein targets and are known to be involved in diverse cellular signaling pathways. PKC-alpha, encoded by the *PRKCA* gene, is a member of the PKC family and has been implicated in cancer cell migration [40,41]. MPA treatment of AGS cells significantly down-regulates this entire pathway including *LRP8* and *PRKCA* gene expression (Figure 2 & 4), consequently leading to reduced cell migration.

 

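A list of 10 genes was written from the paper's account of this pathway. The paper names PI3K without a subunit, so PIK3R1 was a choice made here. Of the 10 genes, 5 were measured, and 4 of them were lower in the mean of the 4 times against 0 h and none was higher in limma (4 and 0 when adjusted over the list alone, and 0 higher at an unadjusted p under 0.05). PRKCA and LRP8 fell by 2.23 and 2.01 on the log2 scale (standard error 0.1 each, adjusted p = 6.2e-09 and 1.2e-08 from limma). SRC had a log2 fold change of -0.48 (adjusted p = 0.003, and adjusted p = 0.067 when all treated arrays are fitted as 1 group against 0 h), and the PI3K regulatory subunit gene PIK3R1 -0.47 (standard error 0.17, adjusted p = 0.039). GSK3B did not pass the test. The list moved down in camera (adjusted p = 0.022), with adjusted p = 0.21 with an estimated correlation. The study chose LRP8 and PRKCA from these arrays, so the list is not independent evidence of its direction.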

The Src family of non-receptor tyrosine kinases has been implicated in the intracellular signaling cascade that acts downstream of cell surface receptors to elicit different cellular functions including growth, proliferation, adhesion, motility and angiogenesis[42]. Src tyrosine kinases also transmit integrin-dependent signals central to cell movement and proliferation. Hallmarks of v-src induced transformation are rounding of the cell and the formation of actin rich podosomes, which are correlated with increased invasiveness, a process essential for metastasis. As the expression of the Src protein is drastically down-regulated by MPA treatment, our results suggest that the Src signaling pathway may play important roles in modulating cancer migration by MPA treatment. 

AKT is a serine/threonine-specific protein kinase that plays a key role in multiple cellular processes such as cell proliferation, apoptosis, transcription and cell migration[43,44]. The expression of the AKT genes was not altered by MPA treatment and the total AKT protein only showed slight change at later time points. AKT can be phosphorylated by its activating kinases, phosphoinositide dependent kinase 1 and the mammalian target of rapamycin complex 2 (mTORC2). Activated AKT can then go on to activate or deactivate its myriad substrates (mTOR) via its kinase activity. We have shown in this study that MPA treatment can severely decrease phospho-Akt (Ser473) thus reducing the AKT activity. Reduced AKT activity may be a major pathway leading to reduced migration ability of the AGS cells. Furthermore, reduced AKT activity is also consistent with the reduced proliferation capacity of the MPA-treated AGS cells. 

As a number of the genes identified by our microarray data are implicated in integrin signaling, we investigated the expression of three integrins after MPA treatment. Indeed, we observed significant reduction of CD147 after MPA treatment. CD147 plays multifunctional roles in tumor progression[45]. CD147 induces angiogenesis by stimulating VEGF production, multidrug resistance through up-regulation of ErbB2 signaling, and invasiveness via stimulation of matrix metalloproteinase production. The MPA-induced down-regulation of CD147 is consistent with our observation that MMP1 expression is down-regulated by MPA treatment. MMPs are involved in the breakdown of extracellular matrix in normal physiological processes, such as embryonic development, reproduction, and tissue remodeling, as well as in disease processes, such as arthritis and metastasis. MMPs break down the interstitial collagens and can increase the migration and invasion ability [46–48]. The reduction of MMPs may be an important mechanism through which MPA inhibits cancer cell migration and invasion. 

In conclusion, we demonstrated that MPA treatment can significantly inhibit AGS migration and invasion. Our molecular studies using a variety of techniques further indicate that MPA modulates cancer cell migration through down-regulation of a large number of genes with promigratory functions (*PRKCA*, *DOCK1*, *INF2, HSPA5, LRP8* and *PDGFRA*) and proteins (pAKT, Src, CD147 and MMP1) as well as up-regulation of a number of genes with anti-migratory functions (*ATF3*, *SMAD3*, *CITED2* and *CEAMCAM1*). However, a few genes that can promote migration (*CYR61* and *NOS3*) were up-regulated. Among these important genes implicated in cell migration, 15 genes are consistent and 2 genes are inconsistent with the observed reduction of AGS cell migration after MPA treatment. Therefore, MPA’s overall antimigratory role on cancer cells reflects a balance between promigratory and antimigratory signals influenced by MPA treatment.

How the deposited data were processed for this re-analysis (not part of the article)

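Gene expression was measured on 12 Illumina HumanHT-12 arrays of AGS cells: 4 of untreated cells (0 h) and 2 each after 12, 24, 48 and 72 h with MPA at 2 µg/ml. According to the paper, RNA was labelled from an oligo-dT primer. The intensity values deposited by the authors are mean bead signals per probe, exported without normalization between arrays and without background subtraction, as the file's name and values show. The detection score deposited beside each intensity runs from 0 to 1 and is 1 minus the detection p, as bright probes lie at 1. The log2 values deposited by the authors were preprocessed with the lumi package, whose version and settings are not given in the sources used here. The medians of these log2 values lie between 6.59 and 6.6 on every array. The authors state that they used limma with a false discovery rate and a fold change. Scanner software is not given in the sources used here.

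The intensities were background-corrected by normexp with negative control probes inferred from the detection p, given an offset of 16, set on the log2 scale and quantile normalized (limma 3.58.1, statmod 1.5.0, R 4.3.3). Of 48803 probes, 28098 name 1 gene, 13 name several and 20692 name none. Only probes with 1 gene were used. For 28059 of them the current gene name was taken through the gene identifier, and for 39 the name of the annotation was kept. Probes with a detection p under 0.01 on at least 2 arrays were kept, and each gene was represented by its kept probe with the highest mean over all arrays, which gave 10469 genes out of 18852 named by a probe. The coordinates of the probes within transcripts were not used here.

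A model with 5 groups was fitted to all 12 arrays with limma, without covariates. Each time was compared with 0 h, the mean of the 4 times was compared with 0 h, and 24, 48 and 72 h were compared with 12 h and 72 h with 24 h. P-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison, with a threshold of 0.05, and 2-fold and 4-fold changes were also counted. Standard errors are those of the moderated fit. The replicate numbers were not taken as pairs. A fold against a group in which the probe was detected on no array is given as a lower bound against the lowest detected signal.

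There were 30 gene lists: p53 target genes, DNA replication and G1/S, G2/M and mitosis, apoptosis, ER chaperones, ATF4 and amino acid response, PPAR signaling, MAPK feedback, focal adhesion, actin cytoskeleton, axon guidance, TGF-beta signaling, PI3K and AKT, the LRP8, Src and PKC pathway of the paper, purine synthesis, nucleolus and ribosome biogenesis, epithelial junctions, matrix proteases, NF-kappaB and chemokines, interferon-stimulated genes, cholesterol synthesis, glycolysis and hypoxia, heat shock, NRF2, lysosome and autophagy, gastrointestinal differentiation, fibroblast, leukocyte and endothelial markers, and the RT-PCR reference genes of the paper. They were written from textbook knowledge or, for 2 of them, from the paper, and differ from the KEGG and SPIA pathways of the paper, whose data were not used here. Lists with at least 2 measured genes were tested with camera at a preset correlation between genes of 0.01, adjusted over all lists of a comparison, and also with an estimated correlation and with fry.

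The comparisons, the lists, the alternatives and the rule for naming genes were set before the data were examined. Genes are named if the paper's text names them as measured, if they are among the 5 highest or 5 lowest log2 fold changes at a time (adjusted p under 0.05, both treated arrays outside the range of the 0 h arrays, detected on all arrays of the brighter group), or if they are among the up to 4 members of a list with the largest changes past the threshold. Genes drawn in Figure 3 were read from it by eye.

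Detected probes per array numbered 14077 to 15764. The spread of signals over background limits the folds that can be read: the ratio of the 95th to the 5th percentile of signal lay between 22.3 and 36.9. The procedure was tested on simulated data, in which 200 genes were changed in signals like those measured. With groups of 4 and 2 arrays, 83 of 100 genes changed 2-fold and 92 of 99 changed 4-fold were called, with 14 of 10287 unchanged genes. In the mean of the 4 times, 95 of 100 and 96 of 99 were called, and a list changed 2-fold was called with 0 of 29 others. The 200 genes were changed evenly up and down, with noise drawn separately for each probe. The simulation therefore does not show the false calls where many more genes change, where changes are uneven in direction, or where list members vary together.

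The alternatives were the authors' values, no background correction, median scaling, an offset of 50, no filter or a filter for detection on all arrays, the mean of a gene's probes, only the groups compared, array weights, a variance trend, the replicate number as a block, stricter thresholds, and each array left out in turn. Random groupings of the arrays into the same group sizes (100, with a fixed seed) were counted. Migration, invasion, Western blot, flow cytometry, bead-based protein and RT-PCR measurements, and cells other than AGS, were not analysed here. A result for 1 gene is not reported here.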

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

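The random groupings of arrays were set before the data were examined, while the tests on RNAs without a poly(A) tail and on the probes of INF2 and ARRB1 were chosen after the values were seen.

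Some RNAs that carry no poly(A) tail were higher after MPA, above all at 48 and 72 h, although labelling started from an oligo-dT primer. RN7SK, the small nuclear RNA that holds back the elongation factor P-TEFb, had log2 fold changes of 2.25, 4.07, 6.81 and 7.9 at 12, 24, 48 and 72 h (adjusted p = 1.6e-11 from limma at 72 h, where its signal of 15.04 is near the top of the scale at 15.78, so that its differences at 72 h are approximate), RNA28SN5, a 28S ribosomal RNA, had 6.3 at 72 h (detected on 2 of 4 arrays at 0 h), and RNU6ATAC, a minor spliceosome RNA, was at least 14.5-fold higher at 72 h. Of 8 such RNAs, picked by hand after their values were seen, 7 were higher at 72 h and 0 were lower in limma, with SNAR-A1, near the top of the scale, at 0.04 (adjusted p = 0.84), while at 12 h RNU11 was lower (-0.69, adjusted p = 0.0069) and RN7SL1, RPPH1 and RNA28SN5 were not called (0.09, 0.1 and -0.11), and no list of such RNAs was set before or tested as a set. Normalization is argued against by the unnormalized signals of RN7SK, which differ by 6.9 on the log2 scale between 72 h and 0 h. For RN7SK, a factor shared with RNU11 and RPPH1, as from a lower share of mRNA, is argued against by its rise at 48 h. That rise lies 5.79 above the higher of these 2 (RNU11 1.02 and RPPH1 0.79). Only these 2 others were detected on all 0 h arrays and lay more than 1 log2 unit below the top of the scale. For these 2, which span 0.23, such a factor stays open. Among the RNAs left out, RNA28SN5 had 4.94 at 48 h. RNU6ATAC and SNORD13, detected on no 0 h array, had fitted values of 3.41 and 3 at 48 h. RN7SL1 and SNAR-A1, near the top of the scale, had 0.55 and 0.06. Whether RN7SK shares a factor with RNA28SN5, RNU6ATAC or SNORD13 stays open, since their sizes against 0 h are not exact. RNA breakdown or a change in priming in the later samples may still be the cause, since the RNAs usable at 72 h, RNU11 and RPPH1, both rose, by at least 1.07, although the probes detected at 72 h (14514 and 15083) were not fewer than on every 0 h array (lowest 14077), and an effect of hours of MPA, with RN7SK higher at 72 h than at 12 h by 5.65, cannot be told apart from it or from hours in culture, since no RNA integrity values and no untreated cells of the same hours were used here.

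For INF2 and ARRB1, 1 of 3 kept probes fell more than 4-fold while the others did not. Of the other probes at 24 h, the highest are 0.2 (standard error 0.13) for INF2 and -0.58 (standard error 0.14) for ARRB1 on the log2 scale. They argue against a fall of more than 2-fold in the RNA that these 2 probes read. Whether they read only the transcripts of INF2 and ARRB1 was not checked. For INF2, the paper's RT-PCR of other RNA samples, read by eye, shows a fall of more than 2-fold at 24 h. A smaller fall of the whole ARRB1 transcript stays open, since all 3 of its kept probes were lower at 24 h. Scatter of a dim probe is argued against as well, since both falling probes were detected on 4 of 4 arrays at 0 h and the higher of their adjusted p at 24 h is 4.8e-07 (limma over all kept probes). A loss of some transcript forms after MPA may remain as a hypothesis, which was not tested, since the positions of the probes in the transcripts were not used here. Of 2654 genes with at least 2 kept probes, 76 have a probe with a 4-fold change and 4 of these have another probe with changes under 0.5 at all 4 times.

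Many of the genes with the largest changes are not discussed in the paper. Log2 fold changes against 0 h were 4.48 for GRIN2C at 72 h (detected on 2 of 4 arrays at 0 h), 3.22 for ZSCAN4, a gene of early embryos, 2.92 for the carbonic anhydrase gene CA2 and 2.69 for CBS at 12 h, 5.06 for AXL (detected on 1 of 4 arrays at 0 h), -3.36 for TIGD5 and -2.72 for the folate carrier gene SLC19A1 (detected on 1 of 2 arrays) at 24 h, 4.73 for SUGCT, -3.17 for NAV2 and -3.19 for SNCAIP at 48 h, and -3.62 for PAGE4 at 72 h. Lower bounds apply to genes detected on no array of a group. Against 0 h, LNCEGFL7OS was at least 4.28-fold higher and GNB1L at least 6.05-fold lower at 12 h. At 24 h, the antiviral gene OAS2 was at least 5.38-fold lower, and CYGB, the antimicrobial ribonuclease gene RNASE7 and the sorting receptor gene SORCS2 were at least 13.4-, 9.57- and 9.98-fold higher. LCE1B was at least 15-fold higher and NLRP7 at least 5.01-fold lower at 48 h, and at 72 h RIMBP3 was at least 36.4-fold higher and the claudin gene CLDN2 and the prostaglandin transporter gene SLCO2A1 were at least 5.6- and 9.3-fold lower.

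Differences between 72 h and 12 h of MPA are listed for genes named in the paper's text and those with the largest changes. Genes only drawn in Figure 3 are left out. A gene is listed where the adjusted p from limma is under 0.05 and the fitted difference is at least 1 on the log2 scale. A lower bound is given where 1 of the 2 groups had no detection. Log2 differences were 2.72 for CDH10, 2.73 for SUGCT, 1.73 for TIGD5, 1.7 for LCE1B, 1.16 for CYGB, 1.01 for CBS and 6.41 for RNA28SN5. RN7SK, near the top of the scale at 72 h, had about 5.65. Negative differences were -1.12 for CA2, -1.29 for SNCAIP, -1.38 for LNCEGFL7OS and -2.93 for PAGE4. At 72 h, NOS3, RIMBP3, RNU6ATAC and GNB1L were at least 10.2-, 37.2-, 14.8- and 2.65-fold higher than at 12 h. IGFBP5, SORCS2, CLDN2, NLRP7 and SLCO2A1 were at least 1.62-, 1.67-, 2.33-, 3.4- and 5.15-fold lower.

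Among the 4 arrays at 0 h, 1 array lay far from the other 3 for 8 of 145 named genes, and chance alone does this in about 1 in 20 genes. The log2 signals were 4.47 for LNCEGFL7OS (others 4.66 to 4.69), 6.44 for COL1A1 (others 6.71 to 6.72) and 7.71 for ESAM (others 8.15 to 8.21) on replicate 1. On replicate 3 they were 12.65 for XBP1 (others 12.91 to 12.95), 7.73 for TIAM1 (others 8.17 to 8.22) and 6.92 for PLXNA2 (others 7.05 to 7.07), and on replicate 4 they were 6.52 for CBS (others 6.81 to 6.86) and 9.05 for PLXNA1 (others 8.72 to 8.76).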

How the results depend on the processing

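The alternatives were set before the data were examined, except the most changed probe and any probe of a gene, which were chosen after seeing that probes of INF2 and ARRB1 differ. The cause of each change below was not tested, except where fewer arrays or a stricter threshold give it by construction.

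Genes called at 12, 24, 48 and 72 h numbered 621, 996, 1026 and 866 with a 2-fold threshold added, and at an adjusted p under 0.01 2167, 2852 and 2951 at 12, 24 and 72 h. Genes changed 2-fold or more and 4-fold or more at any time numbered 894 and 82 in the authors' values, 847 and 76 with no background correction and 1129 and 120 with an offset of 50, and 116 changed 4-fold among genes detected on all arrays. Median scaling gave 374 genes for 24 h against 12 h and 1315 for 72 h against 24 h, and shifted directions: 1685 higher and 3384 lower in the mean of the 4 times (2570 and 2855 with quantile normalization), 530 and 2291 for 48 h against 12 h, 629 and 2372 for 72 h against 12 h, and 294 and 1021 for 72 h against 24 h. It puts the median of all genes at 0.01, -0.1, -0.24 and -0.22 at the 4 times, where quantile normalization has -0.01, -0.03, -0.04 and -0.02.

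With each array left out in turn, counts ranged from 2235 to 3532 at 12 h, 2882 to 4359 at 24 h, 3316 to 4552 at 48 h, 3098 to 4475 at 72 h, 4767 to 5220 in the mean, 257 to 720 for 24 h against 12 h, 1751 to 3110 for 48 h against 12 h, 2062 to 3506 for 72 h against 12 h and 993 to 2145 for 72 h against 24 h. A group left with 1 array is assumed to vary like the others. Counts moved by more than 1.5 times without 12 h replicate 2 (2235 at 12 h, and 270, 1751 and 2062 for 24, 48 and 72 h against 12 h), without 24 h replicate 1 (2882 at 24 h, 262 for 24 h against 12 h and 1039 for 72 h against 24 h), without 24 h replicate 2 (2899 at 24 h, 257 for 24 h against 12 h and 993 for 72 h against 24 h), without 48 h replicate 2 (1761 for 48 h against 12 h), without 72 h replicate 1 (1281 for 72 h against 24 h) and without 72 h replicate 2 (2251 for 72 h against 12 h and 1118 for 72 h against 24 h). Of 20 pairs of same-numbered arrays across groups, 3 had a correlation of their deviations from the group mean over 0.1 (range -0.19 to 0.27), each with a 0 h array. In groups of 2 arrays the deviations mirror each other, so pairs between treated groups repeat by construction and cannot settle whether numbers pair. With the replicate number as a block, 4081 genes were called in the mean of the 4 times, against 5425 without it. Replicates 3 and 4 exist only at 0 h, so the block fits each of these arrays exactly and leaves 2 untreated arrays in use. Fewer untreated arrays lower such counts by construction, here and below, but by how much was not tested. No array is given a slide, so a slide block was not run.

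The p53, G2/M, MAPK, nucleolus and heat shock lists passed the threshold in every setting. For apoptosis the adjusted p was 0.1 with an estimated correlation, 0.068 for genes detected on all arrays, 0.056 with the replicate block and 0.027 to 0.073 with an array left out. ER chaperones had 0.1 with an estimated correlation. Fry called DNA replication (2.3e-05), PPAR (1.1e-05), focal adhesion (7.7e-06), axon guidance (0.009), TGF-beta (8.9e-05) PI3K and AKT (0.00093), gastrointestinal differentiation (0.0074) and fibroblast markers (0.009) down, and ATF4 (7.7e-06), epithelial junctions (0.00017), NF-kappaB (2e-04), purine synthesis (0.0011), NRF2 (0.0012) and matrix proteases (0.0025) up, none of which camera called. The actin list turned down with median scaling (0.84) and with the mean of probes (0.85).

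The log2 fold changes of INF2 turned to -0.76, -0.88, -0.88 and -0.82 with the mean of its probes and to -2.58, -2.83, -2.63 and -2.63 with its most changed probe. PTK2 turned to 0.46 and 0.76 at 12 and 24 h with the mean of its probes, and LAMP2 ranged from -0.57 to 0.57 with an array left out, turning without 24 h replicate 2, where another probe becomes the brightest. Of the paper's 15 genes, 13 reached 4-fold, 11 in the authors' values and with no background correction, 10 among genes detected on all arrays and 15 by any probe. Of 388 values of named genes, 373 kept direction and call in the authors' values, 363 with median scaling and 364 with the replicate block. With an array left out, 4533 of 4654 did.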

Differences from the paper's values

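All alternatives named here were set before the data were examined, except the use of any probe or of the most changed probe. The paper's RT-PCR is another assay and used a different set of RNA samples, so the 2 values come from unlike samples. An alternative is counted as near where its value lies within 1.5 times the paper's or within the spread of the arrays of it.

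For ATF3 the paper gives 11-fold at 12 h and 19-fold at 48 h by RT-PCR, and the arrays give 5.77 and 7.4. Of 23 alternatives 0 are near the paper's values (range 4.86 to 6.85 at 12 h and 6.17 to 7.62 at 48 h). For INF2 the paper shows about 0.39 at 12 h and about 0.29 at 24 h in Fig. 4, read by eye, and the brightest probe gives 1.02 and 1.15, with 0 of 23 alternatives near (0.593 to 1.06 and 0.543 to 1.26). The most changed probe of INF2, not counted among these, had log2 fold changes of -2.58 and -2.83. The paper's values lie between those of the 2 probes. For ARRB1 at 12 h the paper shows about 0.37 in Fig. 4, read by eye, and the arrays give 0.599. The mean of probes (0.359) and the fit without 12 h replicate 2 (0.55) are near, and the other 21 alternatives are not. At 48 h the paper shows about 1.9 for ARRB1 in Fig. 4, read by eye, and the arrays give 0.859 (0 of 23, range 0.458 to 0.922). For CD147 (BSG) at 48 h the paper shows about 2, read by eye from the figure of its RT-PCR, and the arrays give 1.33. Array weights (1.33), the replicate block (1.39), the fit without 0 h replicate 4 (1.37) and without 48 h replicate 2 (1.44) are near by this rule, and the other 19 are not. Array weights and the reported value round to the same fold, on either side of the limit of 1.5 times, and so do not differ in substance.

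Of the 15 migration genes that the paper gives as changed over 4-fold, 13 reached this by their brightest probes. INF2 and ARRB1 did not, and both do by their most changed probe (5.96- and 7.71-fold lower at 12 h), chosen after the values were seen, with which the others of the 15 also reach 4-fold. The study picked the 15 genes from these same arrays.

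Figure 3 draws DPYSL3 and PLXNA2 as higher, and both were lower: DPYSL3 by log2 fold changes of -0.88, -1.24, -0.92 and -1.65, and PLXNA2 by -1.06 and -1.77 at 12 and 24 h (detected on 1 of 2 arrays at 24 h) and by at least 2.67-fold at 48 h. It draws TIMP1 and PTK2 as changed 2-fold, and TIMP1 had 0.32, 0.6, 0.63 and 0.71 while the brightest probe of PTK2 had -0.31, -0.31, 0.11 and 0.3. Another probe of PTK2, chosen after its values were seen, reached 1.82 at 24 h.

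The paper states that TGF-beta signaling was activated. SMAD3 and CITED2 rose, while the list had 5 members higher and 7 lower, and camera gave a direction of down (adjusted p = 0.65). The list also holds genes of BMP signaling and counts the fall of the inhibitor SMAD6 as down, so its direction does not measure activation. The paper states that focal adhesion, axon guidance and the actin cytoskeleton were inhibited. Camera called none of these lists (adjusted p = 0.48, 0.62 and 0.79), and fry, which passed most of the lists tested, called focal adhesion (7.7e-06) and axon guidance (0.009) down. These lists are shorter than, and differ from, the paper's pathways. The paper tested its selected migration genes, while camera compared each list with all other genes, so the results are unlike measures.

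Figure 2 places ATF3 and CEACAM1 among genes that rise to 24 h and then fall. CEACAM1 did so, while for ATF3 the difference between 72 h and 24 h was 0.12 (adjusted p = 0.63 from limma). SMAD3, which it places among late genes, was lower at 72 h than at 24 h by a difference of -0.65 (adjusted p = 0.014), while NOS3 and CDH10 rose to 72 h. The paper describes the cluster of PDGFRA, LRP8, PRKCA and IGFBP5 as lower at 24 h and later, and makes no statement on this cluster at 12 h. At 12 h these genes had log2 fold changes of -1.28, -1.34, -2.19 and -3.59 (adjusted p under 0.05 from limma for each). In the cluster that the paper describes as falling early, DOCK1 recovered in part, and INF2 was not called by its brightest probe.

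The paper states that expression of the AKT genes was not altered. AKT1 had -0.4 at 24 h (adjusted p = 0.074), called lower with the authors' values (0.028), no background correction (0.028), an offset of 50 (0.042), a variance trend (0.023), median scaling (0.02) and without 0 h replicate 1 (0.02). The paper also states that the CD147 gene was not altered, and BSG was called higher at 12 h (0.44, adjusted p = 0.03) and 48 h (0.41, adjusted p = 0.033), though not with median scaling, where the change at 12 h was about as large (0.42, adjusted p = 0.077) and that at 48 h was smaller (0.13, adjusted p = 0.55).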

Other observations

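The lists here and the rule for naming genes were set before the data were examined. Most list members are named because their changes were among the largest in their list. Which arrays lie outside the range of the 0 h arrays was counted after the results were seen.

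Genes of ribosome production were lower after MPA. Of 24 measured genes of the nucleolus and ribosome biogenesis, 19 were lower and 0 were higher in limma (0 also at an unadjusted p under 0.05) in the mean of the 4 times against 0 h, and camera called the list down (adjusted p = 8e-05, and 0.016 with an estimated correlation), with the list mean below every 0 h array on 8 of 8 treated arrays. The list means of focal adhesion and of PI3K and AKT, which camera did not call, were also below on 8 of 8. BOP1, which acts in the maturation of the large ribosomal subunit, had a log2 fold change of -1.22 (standard error 0.1, adjusted p = 9e-07), NOP16 -0.65 and RRS1 -0.6. Of 15 heat shock genes, 11 were lower and 0 were higher in limma (0 also at an unadjusted p under 0.05; camera, adjusted p = 0.0023, and 0.041 with an estimated correlation). STIP1, a cochaperone of HSP90, had -0.68 and HSPE1 -0.61, and HSPA1A was at least 4.29-fold lower at 24 h, while its near identical paralog HSPA1B was not called in the mean of the 4 times.

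Other lists had calls that an estimated correlation ends. Of 21 interferon-stimulated genes, 11 were lower and 3 were higher (camera, adjusted p = 0.012, 0.15 with an estimated correlation and 0.063 among genes detected on all arrays), with IFIT2 at -1.72 and OASL at -1.58. Of 16 genes of cholesterol synthesis, 10 were lower and 2 were higher (adjusted p = 0.025, and 0.1 with an estimated correlation), with INSIG1 at -1.03 and SQLE at -0.79. Of 15 genes of lysosome and autophagy, 8 were higher and 0 were lower in limma (0 also at an unadjusted p under 0.05; adjusted p = 0.025, and 0.1 with an estimated correlation), with the autophagosome gene MAP1LC3B at 0.68 and the kinase gene ULK1 at 0.57. The call of this list also ends with median scaling (0.1) and without 24 h replicate 2 (0.16).

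In purine synthesis, the pathway of the enzyme that MPA inhibits, 5 of 16 genes were higher and 4 were lower (camera, adjusted p = 0.79, with a median of -0.1, a mean of 0.09 and a tested direction of up). ADSS1 had 1.85 (standard error 0.08, adjusted p = 3.8e-09) and IMPDH2, which encodes a target of MPA, 0.73 (standard error 0.09, adjusted p = 2.2e-05), both above every 0 h array on 8 of 8 treated arrays. With median scaling IMPDH2 had 0.38 at 48 h (adjusted p = 0.073). IMPDH1 had -0.47 at 24 h and at 48 h (adjusted p = 0.019 each).

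The remaining lists were not called by camera. Genes of the ATF4 response had 8 members higher and 6 lower of 25 (adjusted p = 0.46), with DDIT3 at 1.44. Counts of higher and lower members were 4 and 9 of 19 for glycolysis and hypoxia (0.62, with a median of -0.22 and a mean of 0; NDRG1 1.57, GPI -0.74), 4 and 4 of 12 for NRF2 (0.71; AKR1B10 2.76, HMOX1 -0.93), 6 and 1 of 17 for epithelial junctions (0.27; CLDN1 1.16, CDH1 0.46), 4 and 2 of 10 for NF-kappaB and chemokines (0.39; TNFAIP3 1.16) and 2 and 3 of 11 for gastrointestinal differentiation (0.72; MUC13 0.7). Of 13 matrix proteases and inhibitors 5 were higher and 0 were lower in limma (3 were lower at an unadjusted p under 0.05; camera, adjusted p = 0.39). Many markers of other cell types were not among the genes kept after the detection filter: 2 of 10 were kept for fibroblasts (0.79), 6 of 12 for leukocytes (0.71) and 2 of 10 for endothelium (0.69). Whether the others lacked a probe or were not detected was not counted. Of the 5 RT-PCR reference genes, which the paper chose and which are not independent evidence, 1 was higher and 2 were lower (0.72), with MRPL19 at -0.63, -0.67, -0.4 and -0.37 at the 4 times (adjusted p = 0.0036, 0.0018, 0.03 and 0.044).

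The mRNA of proteins that the paper measured was also on the arrays. MMP1 had log2 fold changes of 0.57, 0.74, 0.56 and 0.25 (adjusted p = 0.015, 0.0026, 0.013 and 0.23 from limma), above every 0 h array on 6 of 8 treated arrays. The calls at 12 and 48 h end with median scaling (0.065 and 0.25) and with the replicate block (0.1 and 0.098). BSG (CD147) had 0.44, 0.32, 0.41 and 0.23 (adjusted p = 0.03, 0.085, 0.033 and 0.22), and with median scaling 0.42 at 12 h (0.077), 0.13 at 48 h (0.55) and -0.01 at 72 h (0.96). ITGB5 was not called at any time, and ICAM1, MMP2 and MMP9 were not detected.

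Chance as the source of the calls was tested by random groupings of the arrays into groups of the same sizes. In the mean of the 4 times, 1 of 100 groupings, the real one, called as many as 5425 genes, and the highest other called 50. For gene lists, 2 of 100, the real one included, called as many as 11 lists, and the highest other also called 11. For the genes, the share of groupings, under 0.05, argues against a chance assignment of arrays to groups. Random groupings mix treated and untreated arrays, which widens the spread within groups and lowers their gene counts. For the lists, the share of 2 in 100 is also under the 0.05 set before. It is less clear than for the genes, since 1 other grouping called as many lists as the real one. Arrays of a group may be technical repeats, so random groupings cannot exclude chance differences between cultures.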
